# Surgical Injury and Ischemia Prime the Adipose Stromal Vascular Fraction and Increase Angiogenic Capacity in a Mouse Limb Ischemia Model

**DOI:** 10.1155/2020/7219149

**Published:** 2020-05-18

**Authors:** Satoko Kishimoto, Ken-ichi Inoue, Ryoichi Sohma, Shigeru Toyoda, Masashi Sakuma, Teruo Inoue, Ken-ichiro Yoshida

## Abstract

The adipose-derived stromal vascular fraction (SVF) is an effective source for autologous cell transplantation. However, the quality and quantity of SVFs vary depending on the patient's age, complications, and other factors. In this study, we developed a method to reproducibly increase the cell number and improve the quality of adipose-derived SVFs by surgical procedures, which we term “wound repair priming.” Subcutaneous fat from the inguinal region of BALB/c mice was surgically processed (primed) by mincing adipose parenchyma (injury) and ligating the subcutaneous fat-feeding artery (ischemia). SVFs were isolated on day 0, 1, 3, 5, or 7 after the priming procedures. Gene expression levels of the primed SVFs were measured via microarray and pathway analyses which were performed for differentially expressed genes. Changes in cellular compositions of primed SVFs were analyzed by flow cytometry. SVFs were transplanted into syngeneic ischemic hindlimbs to measure their angiogenic and regeneration potential. Hindlimb blood flow was measured using a laser Doppler blood perfusion imager, and capillary density was quantified by CD31 staining of ischemic tissues. Stabilization of HIF-1 alpha and VEGF-A synthesis in the SVFs were measured by fluorescent immunostaining and Western blotting, respectively. As a result, the number of SVFs per fat weight was increased significantly on day 7 after priming. Among the differentially expressed genes were innate immunity-related signals on both days 1 and 3 after priming. In primed SVFs, the CD45-positive blood mononuclear cell fraction decreased, and the CD31-CD45-double negative mesenchymal cell fraction increased on day 7. The F4/80-positive macrophage fraction was increased on days 1 and 7 after priming. There was a serial decrease in the mesenchymal-gated CD34-positive adipose progenitor fraction and mesenchymal-gated CD140A-positive/CD9-positive preadipocyte fraction on days 1 and 3. Transplantation of primed SVFs resulted in increased capillary density and augmented blood flow, improving regeneration of the ischemic limbs. HIF-1 alpha was stabilized in the primed cutaneous fat *in situ*, and VEGF-A synthesis of the primed SVFs was on a peak on 5 days after priming. Wound repair priming thus resulted in SVFs with increased number and augmented angiogenic potential.

## 1. Introduction

The adipose-derived stromal vascular fraction (SVF) is a cell population derived from enzymatic digestion of adipose tissue [1]. Freshly isolated SVFs not only are a rich source of adipose-derived stem/stromal cells but also contain a heterogeneous mixture of cells, including endothelial progenitor cells, endothelial cells, smooth muscle cells, pericytes, fibroblasts, mesenchymal cells, lymphocytes, macrophages, and preadipocytes [2]. Autologous transplantation of SVFs is a fast-growing angiogenesis therapy. The advantages of this protocol include an abundant supply of cells, ease of isolation without cell culture, and no risk of transplant rejection. However, it is practically difficult to ensure uniform SVF quality in clinical settings. Several reports describe that ageing [3–5] and diabetes [6] may impair the quality and angiogenic functional capacity of SVFs. To achieve reproducibility and effectiveness with SVF transplantation, it is necessary to overcome problems with individual variation in SVF quality.

Here, we show that surgical treatments for adipose tissue reproducibly increase and reorganize adipose-derived SVFs. We term this phenomenon “wound repair priming” and developed a novel method to reproducibly obtain SVFs with increased number and good quality. The primed SVFs not only have increased cell numbers but also have enhanced angiogenesis capacity during the regeneration of ischemic limbs. Both injury-associated stimuli and ischemia are needed for the priming, and immune cells are heavily involved through heterogeneous cell-cell communications. We investigated the boosted performance of primed SVFs over nonprimed SVFs to promote angiogenesis and regeneration in a mouse limb ischemia model.

## 2. Materials and Methods

### 2.1. Preliminary Discovery and Reproducing the Phenomenon of “Wound Repair Priming”

All animal experiments adhered to the Guidelines for Animal Experimentation of Dokkyo Medical University, with all effort taken to minimize animal numbers and suffering. Inbred male BALB/c mice (CLEA Japan, Inc., Shizuoka, Japan) aged 9–12 weeks were anesthetized with an intraperitoneal injection of 90 mg/kg ketamine hydrochloride (Ketalar; Daiichi Sankyo Propharma Co., Ltd., Tokyo, Japan) and 10 mg/kg xylazine hydrochloride (Celactal; Bayer Yakuhin, Ltd., Osaka, Japan). SVFs were isolated from subcutaneous inguinal fat in BALB/c mice and transplanted into a syngeneic limb ischemia model as described previously [7].

In a preliminary experiment, we observed that the number of SVFs was dramatically increased when a mouse received skin injury by fighting with a littermate (data not shown). When we transplanted the SVFs (adjusted to the same number) of a donor mouse receiving a skin injury to the ischemic limbs of a syngeneic mouse, the capacity of angiogenesis was greatly enhanced (data not shown). We found that the transplantation of SVFs from an injured mouse displayed much faster blood flow recovery than that from an uninjured mouse. Therefore, we hypothesized that adipose tissue injury substantially increases the number and quality of SVFs.

We then designed the present study to reproduce this phenomenon in a controlled condition and to investigate the underlying mechanisms. A few days before isolating SVFs, adipose tissue was surgically damaged. The priming models were classified into 3 groups based on the following procedures: mincing fat parenchyma (injury), ligating the subcutaneous fat-feeding artery (ischemia), and both (injury+ischemia group). A sham operation group, which underwent cutting and suturing of the epidermis but with no surgical damage to fat tissues, was also used.

### 2.2. Preparation of SVFs

SVFs were isolated from inbred BALB/c mice with wound repair priming (injury only, ischemia only, and injury+ischemia) or sham operation (nonprimed SVFs) as previously described [8, 9], with several modifications. BALB/c mouse adipose tissue from the inguinal region was removed, minced, transferred to C tubes (Miltenyi Biotec Corp., Tokyo, Japan), and digested with 0.1% collagenase type I (Wako Pure Chemical Industries, Ltd., Osaka, Japan) and 0.2% dispase type II (Life Technologies) for 1 h at 37°C. The digested tissue was mechanically and gently dispersed with a MACS Dissociator (Miltenyi Biotec Corp., installed software program “m_brain01-02”) every 10 min. The suspension was passed through a 100 *μ*m filter (BD Falcon, Franklin Lakes, NJ), centrifuged at 420 *g* for 5 min (LC-200; Tomy Seiko Co., Ltd., Tokyo, Japan), and resuspended in Dulbecco's Modified Eagle's Medium (DMEM; Life Technologies Oriental, Tokyo, Japan). The number of cells stained with 0.4% Trypan blue and counted using a hemocytometer.

### 2.3. Microarray and Pathway Analyses

Total RNA was purified from SVFs after the priming procedure using phenol-chloroform extraction (RNAiso Plus, Takara Bio Inc., Shiga, Japan). For comparison, three time points were taken (0, 1, or 3 days after). Three individual mice were used for each time point for statistical analysis. After confirming the quality of RNA (2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA), gene expression levels were measured by microarray analysis (Affymetrix GeneChip Expression Array, Mouse430_2, Thermo Fisher Scientific, Inc., Waltham, MA, USA). Differentially expressed genes were selected using Affymetrix Transcriptome Analysis Console (TAC, Ver3.1.0.5) software. Filtering criteria were as follows: (1) the expression ratio was less than half or more than double, and (2) the *p* value of repeated-measurements analysis of variance was less than 0.05. The list of differentially expressed genes was subsequently imported to Ingenuity Pathway Analysis software (Qiagen, Hilden, Germany). Fisher's exact test was used to estimate the “enrichment” of differentially expressed genes among each pathway or functional ontology. In canonical pathway analysis, the activation *z*-score was calculated based on the curated information about “seed molecules” and the alterations of the seeds among the dataset. In the upstream and downstream (diseases and functions) analyses, activation *z*-scores were calculated based on the consistency between knowledge-based effects (ingenuity knowledge base) and the patterns observed among the dataset.

### 2.4. Western Blotting

SVFs with or without priming were isolated, and whole-cell proteins were denatured with a solubilizer (7 M urea, 2 M thiourea, and 4% CHAPS, Thermo Fisher). Protein concentrations were measured using the Bradford protein assay kit (Bio-Rad Laboratories, Inc., Hercules, CA, USA) and plate reader (Infinite F200 PRO, Tecan, Zurich, Switzerland). Proteins were subsequently diluted in lithium dodecyl sulfate (NuPAGE Sample Buffer, Thermo Fisher Scientific, Inc., Waltham, MA, USA) at the concentration of 2 mg/mL and reduced in 50 mM dithiothreitol. The entangled genomic DNA was sheared by pulsed sonication for 30 min at 4°C (Bioruptor® II, Sonic Bio Inc., Kanagawa, Japan). Proteins were size-fractionated by electrophoresis in 12% sodium dodecyl sulfate polyacrylamide gel, then wet-transferred to a PVDF membrane (Immobilon-P, Merck Millipore, Billerica, MA, USA). After blocking with 2% skim milk TBST (Tris/HCl pH 7.4, 150 mM NaCl, and 0.1% Tween 20), the membranes were incubated with VEGF-A antibody (#AB1876-I, Merck Millipore) or GAPDH antibody (#5174, Cell Signaling Technology, Danvers, MA, USA) at 4°C overnight. Nonspecific binding was washed away with TBST, and the protein-antibody complex was visualized using horseradish peroxidase-conjugated secondary antibody (#7074, Cell Signaling Technology) and the luminescence reaction (#WSE-7120 or 7110, Atto, Tokyo, Japan). Images were taken with a CCD camera (LuminoGraph I, Atto).

### 2.5. Flow Cytometry

Subcutaneous fat prepared from the inguinal region of the mice was sampled on days 1, 3, and 7 after priming (injury+ischemia). These samples were minced into small pieces and digested with collagenase in phosphate-buffered saline (PBS) with Ca^2+^ and Mg^2+^ containing 2% bovine serum albumin (BSA) at 37°C for 45 min using a gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany). The samples were passed through a 100 *μ*m nylon mesh and subsequently treated with DNase I (Roche Diagnostics GmbH, Mannheim, Germany). Cells were washed with PBS with 0.5% BSA and 2 mM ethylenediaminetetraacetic acid (EDTA) (FACS buffer), hemolyzed, and resuspended in FACS buffer for downstream experiments.

Flow cytometry was used to determine cell surface marker presentations of SVFs [1, 10, 11]. Briefly, the cells were incubated with anti-mouse Fc*γ*RII/III (2.4G2, BD Biosciences, San Jose, CA) for 10 min at 4°C and then stained with the following anti-mouse antibodies: FITC-conjugated antibodies specific for CD34, PE-conjugated anti-CD31, PerCP-Cy5.5-conjugated anti-CD45, APC-conjugated anti-CD140A (PDGFR alpha; BD Biosciences), and FITC-conjugated anti-CD9 (Thermo Fisher Scientific, San Diego, CA). To identify M1 or M2 macrophages, we used FITC-conjugated anti-F4/80, PE-conjugated anti-CD11c, and Alexa Fluor 647-conjugated anti-CD206 (AbD Serotec, Oxford, UK). The M1 and M2 macrophages were identified as F4/80-positive/CD11c-positive/CD206-negative and F4/80-positive/CD11c-negative/CD206-positive cells, respectively. Appropriate nonspecific isotypes were used as controls. Cells were analyzed with a FACSCalibur flow cytometer (Becton Dickinson, Mountain View, CA) using CellQuest software (Becton Dickinson).

### 2.6. Mouse Hindlimb Ischemia Model and Experimental Protocol

Mice underwent ligation of the right external iliac artery and hindlimb vein to produce right hindlimb ischemia [12]. Mice were randomly allocated into five groups (*n* = 6 each): control group (no operation), sham operation group (no SVF injection), injury-only group, ischemia-only group, and injury+ischemia group. SVFs were injected at eight different sites (5 × 10^5^ cells; 20 *μ*L per site) on the adductor muscles of the ischemic limb one day after the surgery. This 24-hour interval between the artery ligation and SVFs' injection makes the model so severe that the nonprimed SVFs displayed no effect, resulting in the hindlimb falling off.

### 2.7. Hindlimb Blood Flow Assessment

Hindlimb blood flow was analyzed using a laser Doppler blood perfusion imager (PeriScan PIM III; Perimed AB, Stockholm, Sweden) on postoperative day 0 (within 1 h of the operation) and on days 3, 7, and 14. A depilatory cream was used to remove excess limb hair before imaging. Mice were placed on a heating plate at 38°C to minimize temperature variation during imaging. Blood perfusion was calculated on the scanned images as perfusion units (PU), and serial changes in the ischemic (right) hindlimb were compared among the groups. Changes in blood perfusion for the contralateral nonischemic (left) hindlimb blood perfusion were also assessed to avoid variation bias resulting from ambient light and temperature.

### 2.8. Immunohistochemistry

Paraffin-embedded sections (5 *μ*m thick) underwent standard deparaffinization and rehydration procedures. The sections were treated with antigen retrieval solution (pH 9) (Agilent Technologies, Santa Clara, CA, USA) for 1 min at 105°C by autoclaving. The sections were then blocked with 3% (v/v) normal bovine serum albumin (BSA) in phosphate-buffered saline (PBS) for 20 min. Ischemic thigh adductor skeletal muscle tissue samples were obtained on days 7 and 14 after injection. The presence of collateral vessels that bypassed the occluded segment of the femoral artery was assessed by immunohistochemical staining with rat anti-mouse CD31 (Dianova, Hamburg, Germany) and evaluation of five random microscopic fields per slide by light microscopy (BZ-X710; Keyence Corp., Osaka, Japan). Staining was performed using the avidin-biotin complex method (Vectastain Elite ABC kit; Vector, Burlingame, CA) with diaminobenzidine (DAB substrate kit; Zymed, S. San Francisco, CA) as the peroxidase substrate. The CD31-positive vessel area was quantified as the percentage of the total tissue area in a high-power field (400x) using Adobe Photoshop CS6 (Adobe Systems Inc., San Jose, CA). A threshold was selected and used to identify positive pixels on each slide. The percent area was calculated as the percentage of positive pixels relative to the total number of pixels in each view. Adjacent tissue sections were stained with hematoxylin and eosin [13]. Cutaneous fat tissue samples were obtained on day 1 after priming. The samples were incubated with rabbit anti-mouse hypoxia-induced factor- (HIF-) 1 alpha (#36169, Cell Signaling Technology) overnight at 4°C. The samples were then incubated with the secondary antibodies Alexa Fluor 594 goat anti-rabbit IgG (#8889, Cell Signaling Technology) for 1 h at room temperature. After the sections were counterstained and mounted with ProLong Gold Antifade with DAPI (Cell Signaling Technology). Microscopic observation and photography were performed using a fluorescence microscopy (BZ-X710).

### 2.9. Statistical Analysis

Data are shown as mean ± standard deviation (SD). The Mann-Whitney *U* test was used for two-group comparisons. Data for flow cytometry and cell counts were analyzed using nonparametric Fisher's LSD method: Kruskal-Wallis one-way analysis of variance followed by the Mann-Whitney *U* test as a *post hoc* analysis. *p* values < 0.05 were considered significant. Statistical analysis was performed using SPSS version 25 (IBM Corp., Armonk, NY, USA).

## 3. Results

### 3.1. Surgical Injury and Ischemia (Priming) Increased the Live Cell Number of SVFs

We counted the cell number of surgically treated (injury+ischemia) SVFs to evaluate the impact of wound repair priming. The live cell number of primed SVFs increased on day 7 compared with the baseline, whereas the live cell number of nonprimed SVFs did not change on day 1, 3, or 7. The total live cell number of primed SVFs was 1.72-fold higher (*p* < 0.001) on day 7 compared with that of nonprimed SVFs (Figure 1). The survival rate of primed SVFs was 86.9 ± 9.94% (range, 59.1–100%) on day 1, 89.81 ± 9.78% (range, 67.8–100%) on day 3, and 91.1 ± 5.43% (range, 77–97.3%) on day 7. The survival rate of nonprimed SVFs was 82.76 ± 7.47% (range, 66.7–91.7%) on day 1, 86.14 ± 8.79% (range, 71–98.3%) on day 3, and 77.33 ± 8.60% (range, 59.2–94.7%) on day 7. There was no significant difference of the survival rate between the primed and nonprimed SVFs.

### 3.2. Priming (Injury+Ischemia) Dramatically Altered the Gene Expression Profile of SVFs

To gain biological insight into SVF priming, we performed microarray and pathway analyses. 

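The stromal vascular fraction is the mixture of stromal, vascular and blood-derived cells that is left when adipose tissue is digested with enzymes and the floating adipocytes are removed. RNA of SVFs from inguinal subcutaneous fat of BALB/c mice was measured on 9 Affymetrix mouse expression arrays, from 3 mice on each of days 0, 1 and 3. The sample labels name priming and the day after injury but not ischemia. Priming in the paper is injury together with ischemia, so the groups are named here by day. For each probe set, a group of short probes against 1 transcript, the authors' files give a MAS5 signal, a detection call of present, marginal or absent, and a detection p-value. The authors scaled every array so that its mean signal was 500 after 2% of the probe sets were left out at each end. Between 25677 and 26299 of 45101 probe sets were called present on the day 0 arrays, 24106 to 25557 on the day 1 arrays and 25069 to 25292 on the day 3 arrays. The ratio of the 3' to the 5' control probe set of actin, a measure of RNA quality, lay between 1.15 and 1.32. Across genes, which are not independent replicates, the log2 signals of arrays of the same day had a Pearson correlation of 0.971 to 0.988, and arrays of different days one of 0.902 to 0.971. The first principal component held 50.6% of the variance and the second 23.1%. Of the probe sets, 34945 were named with exactly 1 gene symbol, for 18193 genes. A probe set was used when it was called present on all 3 arrays of at least 1 day, and each gene was represented by its brightest such probe set, which left 11796 genes. Log2 signals of all 9 arrays were fitted with limma with day as the only factor, and p-values were adjusted by Benjamini-Hochberg over the genes. Changes of single genes are given on the log2 scale with their standard error, and a gene was called at an adjusted p under 0.05. Where no array of 1 day called the probe set present, the fold is written with at least. It is taken, on each of those arrays, against the higher of the probe set's own signal and the lowest signal called present. Where its own signal was the higher, the fold is an ordinary estimate with sampling error and not a bound. In addition, 32 gene lists of pathways and cell types, written before the data were examined, were tested with camera, which compares the members of a list with all other genes. The number of arrays limits the precision. In simulated data of this size with 200 changed genes, 19% of genes with a log2 change of 0.5 were called and 80.3% of those with a log2 change of 1. On day 1, 3378 genes were called in the real data, so the adjusted threshold was less strict there. The simulated shares therefore do not give the power of the real comparisons.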

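After priming, transcripts of neutrophils were among those that rose most in the SVFs. S100a8 and S100a9, the calprotectin genes of neutrophils, rose by 6.22 ± 0.33 and 6.11 ± 0.29 on the log2 scale on day 1 (n = 3 mice per day). Of 11796 genes, 1268 were higher and 2110 lower on day 1 than on day 0. On day 3, 1600 were higher and 1474 lower. With a change of 2-fold or more, these were 430 and 396 genes on day 1 and 524 and 410 on day 3. Among the 12 largest rises on day 1 were those of Stfa2l1, Chil3, Ppbp, Saa3, Olfm4, Il1f9, Cxcl5, Acod1, S100a8, S100a9 and Slfn4 (adjusted p from 6.99e-09 to 5.94e-05). Some of these genes were absent on day 0. Chil3, a chitinase-like protein of myeloid cells, was at least 252-fold higher. Il1f9, which encodes interleukin-36 gamma, was at least 104-fold higher and Olfm4, a neutrophil granule protein, at least 63.2-fold. Stfa2l1, a protease inhibitor of neutrophils, rose by 8.52 ± 0.72, the platelet chemokine Ppbp by 7.35 ± 0.26 and the acute phase protein Saa3 by 7.34 ± 0.24. Cxcl5, which attracts neutrophils, rose by 6.68 ± 0.20, Acod1, the enzyme that makes itaconate in macrophages, by 6.66 ± 0.34 and Slfn4, a gene of myeloid cells, by 5.87 ± 0.19. On day 3, Stfa2l1, Ppbp, Saa3, Cxcl5, Acod1 and Slfn4 were still 4.79 to 6.80 above day 0, and Chil3 was at least 24.9-fold higher (adjusted p from 1.6e-08 to 9.99e-05). New among the 12 largest rises on day 3 was Crabp1, which binds retinoic acid and was at least 29.8-fold higher. The other such rises were those of the EGF receptor ligand Ereg by 5.29 ± 0.38, of the plasminogen activator inhibitor Serpinb2 by 5.09 ± 0.25 and of Cthrc1, a gene of fibroblasts in repair, by 4.94 ± 0.17. Among the largest falls on day 1, Cttnbp2 changed by -2.06 ± 0.38, the adhesion molecule Dscaml1 by -2.04 ± 0.49 and the basement membrane protein Lad1 by -1.94 ± 0.39. The transporter Slc16a9 changed by -1.88 ± 0.21 and Gata3, a transcription factor of lymphocytes, by -1.78 ± 0.38, while the secretory granule gene Scg3 was at least 4.2-fold lower (adjusted p from 8.34e-05 to 0.0112). The other falls among the 12 largest were -2.42 ± 0.73 for the carnosine synthase Carns1, -2.25 ± 0.64 for the Wnt inhibitor Wif1 and -1.84 ± 0.63 for Glycam1, an L-selectin ligand of lymph node venules. By the rule for absent probe sets, the fall was at least 4.6-fold for Podxl2, 4.43-fold for the mineralocorticoid receptor Nr3c2 and 3.54-fold for Edaradd. Each of these 6 calls was lost when single arrays were left out: Carns1 (adjusted p from 0.0527 to 0.0802 without day 0 replicates 1, 2 and 3 and day 1 replicate 2), Podxl2 (adjusted p = 0.0692 without day 0 replicate 3), Wif1 (adjusted p from 0.0546 to 0.0901 without day 0 replicates 1 and 3 and day 1 replicate 1), Nr3c2 (adjusted p = 0.0572 without day 0 replicate 3), Glycam1 (adjusted p from 0.0531 to 0.13 without day 0 replicates 1, 2 and 3, day 1 replicates 1 and 2 and day 3 replicates 1, 2 and 3) and Edaradd (adjusted p from 0.062 to 0.114 without day 0 replicates 1 and 3 and day 1 replicates 1 and 2). On day 3, Rnase2a, a ribonuclease of eosinophils, changed by -3.04 ± 0.30, Cytl1 by -2.79 ± 0.39, Glycam1 by -2.70 ± 0.63 and the antibody joining chain Jchain by -2.67 ± 0.56. The methyltransferase Inmt changed by -2.59 ± 0.33, Fam107a by -2.49 ± 0.47 and Dscaml1 by -2.44 ± 0.49 (adjusted p from 3.54e-05 to 0.00919). Rgs13, a signaling regulator of B cells and mast cells, was at least 6.17-fold lower, Wscd2 at least 5.87-fold and Negr1 at least 5.39-fold (adjusted p from 9.89e-05 to 0.00863). Lcn8 changed by -3.44 ± 0.89 (adjusted p = 0.0153), with adjusted p = 0.0632 without day 3 replicate 2. Spock3 was at least 5.34-fold lower by 1 probe set, while its brighter probe set, which did not pass the filter, gave 1.04 (adjusted p = 0.416). The median change of all genes was -0.13 on day 1 and 0.01 after each array was centred on its median. The share of called genes that were lower went from 62.5% to 39.4% with that centring and 51.8% with quantile normalization, both of which bring the arrays to a common level by construction. On day 1, 803 genes were higher without day 1 replicate 1. Lower ones numbered 1320, 991, 1126 and 1326 without day 0 replicate 1, day 0 replicate 3, day 1 replicate 1 and day 1 replicate 2. On day 3, 1058 genes were higher without day 3 replicate 2, and 922, 889 and 829 lower without day 0 replicate 3, day 3 replicate 1 and day 3 replicate 2.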

We compared the gene expression profile of primed SVFs with that of nonprimed SVFs (i.e., day 1 or day 3 vs. day 0 after priming). Canonical pathway analysis clearly highlighted innate immunity-related signals such as triggering receptor expressed on myeloid cells (TREM), genes related to the acute phase response, and Toll-like receptor signaling, on both day 1 and day 3 after priming (Figure 2(a)). 

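Gene lists of innate immunity were higher on both days than on day 0. Trem1, a receptor that amplifies inflammatory signals in neutrophils and monocytes, rose by 3.29 ± 0.29 on the log2 scale on day 1 and 2.09 ± 0.29 on day 3. Lcn2, which withholds iron from bacteria, rose by 5.05 ± 0.32 and 2.80 ± 0.32, and Hp, the hemoglobin-binding acute phase protein haptoglobin, by 4.66 ± 0.37 and 3.46 ± 0.37. The endosomal receptor of bacterial RNA Tlr13 rose by 2.88 ± 0.13 and 2.97 ± 0.13 (n = 3 mice per day). Of 44 measured members of the TREM1 list, 23 were higher and 1 lower on day 1 (24 and 2 when adjusted over the list alone), with a median change of 0.51 (adjusted p = 6.58e-12, or adjusted p = 0.0782 with an estimated correlation). On day 3, 21 were higher and 2 lower (21 and 2 when adjusted over the list alone). The median was 0.37 (adjusted p = 1.42e-05, or adjusted p = 0.185 with an estimated correlation). The neutrophil chemokine Cxcl3 had a change of 3.97 ± 0.21 (adjusted p = 3.16e-07) on day 1 and 2.93 ± 0.21 on day 3. Trem2, a lipid receptor of macrophages, rose on day 3 by 2.73 ± 0.38 (adjusted p = 0.000369), and its change from day 1 to day 3 was 2.26 ± 0.38 (adjusted p = 0.00275). The fibronectin receptor subunit Itga5 rose on day 3 by 1.01 ± 0.23. Among 41 measured members of the acute phase list, 20 were higher and 4 lower on day 1 (21 and 4 when adjusted over the list alone). By day 3 these numbers were 17 and 10 (18 and 10 when adjusted over the list alone). The median change of the list was 0.28 (adjusted p = 7.22e-10, or adjusted p = 0.185 with an estimated correlation) on day 1 and 0.20 (adjusted p = 0.0127, or adjusted p = 0.574 with an estimated correlation) on day 3. Il1rn, the interleukin-1 receptor antagonist, rose by 3.72 ± 0.23 and 2.71 ± 0.23. Serum amyloid Saa1 rose by 3.23 ± 0.33 (adjusted p = 4.48e-05) on day 1, and from day 1 to day 3 it fell by 2.63 ± 0.33 (adjusted p = 0.000474). Members that went the other way were the interleukin-6 receptor Il6ra on day 1 (-0.70 ± 0.16) and the transcription factor Cebpd on day 3 (-1.06 ± 0.19). Of 50 measured members of the Toll-like receptor list, 20 were higher and 5 lower on day 1 (20 and 7 when adjusted over the list alone). The median was 0.16 (adjusted p = 1.04e-05, or adjusted p = 0.0562 with an estimated correlation). On day 3 the counts were 17 and 5 (17 and 5 when adjusted over the list alone) and the median 0.14 (adjusted p = 0.01, or adjusted p = 0.154 with an estimated correlation). The lipopolysaccharide receptor Tlr4 rose by 1.73 ± 0.21 and 1.06 ± 0.21 and Tlr6, a partner of Tlr2, by 0.98 ± 0.15 and 0.71 ± 0.15. On day 1, Tlr2 rose by 0.87 ± 0.18, and the RNA receptors Tlr3 and Tlr7 by 1.37 ± 0.15 and 0.56 ± 0.13 (adjusted p from 9.63e-05 to 0.00902). Tlr5, the flagellin receptor, had a change of -0.21 ± 0.20 (adjusted p = 0.459) on day 1 and 0.23 ± 0.20 (adjusted p = 0.422) on day 3. Jun, a component of the AP-1 transcription factor in this list, fell by 0.67 ± 0.14 and its change on day 3 was -0.93 ± 0.14. The mean log2 signal of the neutrophil list, relative to day 0, was 3.21 to 3.83 in the mice of day 1 and 1.75 to 2.20 in those of day 3. Between day 1 and day 3, the medians were -0.23 (adjusted p = 2.11e-05, or adjusted p = 0.192 with an estimated correlation) for the TREM1 list and -0.53 (adjusted p = 1.3e-10, or adjusted p = 0.169 with an estimated correlation) for the acute phase list. For the Toll-like receptor list it was -0.09 (adjusted p = 0.000967, or adjusted p = 0.0945 with an estimated correlation). These medians were -0.13 (adjusted p = 0.00113) for TREM1 without day 1 replicate 1 and -0.13 (adjusted p = 0.000129) for the Toll-like receptors without day 1 replicate 2. Over the members that no other list holds, the TREM1 list had medians of 0.286 (adjusted p = 0.00031) on day 1 and -0.158 (adjusted p = 0.158) from day 1 to day 3. Over such members the Toll-like receptor list had -0.04 (adjusted p = 0.297) on day 1 and -0.01 (adjusted p = 0.673) on day 3. From day 1 to day 3 it had 0.044 (adjusted p = 0.456). With median centring of all its members, its day 1 median was 0.301 (adjusted p = 3.72e-05). The acute phase list had a median of 0.12 (adjusted p = 0.32) on day 3 over the members that no other list holds. Its day 3 median was 0.019 (adjusted p = 0.0444) with no filter, 0.09 (adjusted p = 0.0326) over genes present on all 9 arrays and 0.35 (adjusted p = 0.0074) with the mean of a gene's probe sets. Without day 0 replicate 1 the acute phase list had an adjusted p of 0.0506 on day 3. The day 3 calls of Tlr1 (0.49 ± 0.16), Tlr3 (0.49 ± 0.15), Tlr7 (0.51 ± 0.13) and Tlr8 (0.77 ± 0.25) were lost without single arrays: Tlr1 (adjusted p from 0.0564 to 0.175 without day 0 replicates 1, 2 and 3 and day 3 replicates 1 and 2), Tlr3 (adjusted p from 0.0728 to 0.124 without day 0 replicates 1 and 3 and day 3 replicates 1 and 3), Tlr7 (adjusted p = 0.0543 without day 3 replicate 1) and Tlr8 (adjusted p from 0.0524 to 0.175 without day 0 replicates 1 and 3, day 1 replicate 2 and day 3 replicates 1 and 2). 

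**Figure D1:**
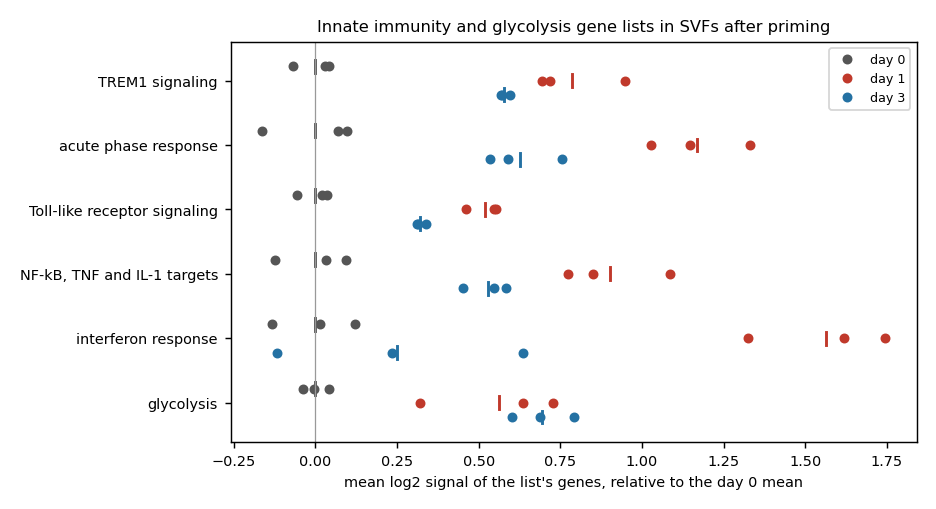
Mean log2 signal of the genes of 6 lists relative to the mean of day 0 (x axis). Each dot is 1 mouse, with 3 mice on each of days 0, 1 and 3, and each bar is the mean of a day. The mice of day 1 lie at 0.95, 0.72 and 0.69 for the TREM1 list and those of day 3 at 0.57, 0.57 and 0.60.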

Consistent with these results, cytokines and receptors for innate immunity were representative upstream regulators during priming (Figure 2(b)). 

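Genes induced by interferons rose on day 1 and were lower again on day 3. Ifit1, Ifit2 and Ifit3, which bind viral RNA or its sensors, rose by 3.56 ± 0.27, 3.56 ± 0.32 and 3.52 ± 0.27 on the log2 scale on day 1, and the antiviral enzyme Rsad2 by 3.53 ± 0.21 (n = 3 mice per day, adjusted p from 8.17e-07 to 2.08e-05). From day 1 to day 3 the Ifit genes changed by -2.68 ± 0.27, -2.55 ± 0.32 and -2.55 ± 0.27 (adjusted p from 0.000126 to 0.000547). The list of interferon-induced genes stands here for the regulators interferon gamma, IFNAR1, IRF3 and IRF7, and of its 47 measured members 38 were higher and 2 lower on day 1 (38 and 2 when adjusted over the list alone). Its median change was 1.601 (adjusted p = 2.99e-27, or adjusted p = 0.169 with an estimated correlation) on day 1. It was -1.17 (adjusted p = 5.12e-39, or adjusted p = 0.115 with an estimated correlation) from day 1 to day 3. On day 3, 16 members were higher and 7 lower than on day 0 (20 and 8 when adjusted over the list alone), and the median was 0.38 (adjusted p = 0.0713, or adjusted p = 0.763 with an estimated correlation). Rsad2, Oas2, which makes an activator of RNA degradation, and the RNA helicase Dhx58 remained 1.53 ± 0.21, 1.52 ± 0.25 and 1.48 ± 0.15 above day 0 on day 3. Among the members that went the other way on day 3 were the T cell chemokine Cxcl9 with -1.73 ± 0.26, the GTPase Iigp1 with -1.16 ± 0.24 and the guanylate-binding protein Gbp2 with -0.84 ± 0.18 (adjusted p from 0.000579 to 0.00589). The mean log2 signal of the monocyte list relative to day 0, which moved with these genes on day 1, was 1.64 to 1.96 in the mice of day 1 and 1.12 to 1.30 in those of day 3. Of 47 measured targets of NF-kB, TNF and interleukin-1, 29 were higher and 1 lower on day 1 (31 and 2 when adjusted over the list alone). On day 3 the counts were 16 and 5 (17 and 6 when adjusted over the list alone). The list had a median of 0.47 (adjusted p = 4.34e-15, or adjusted p = 0.115 with an estimated correlation) on day 1. On day 3 it was 0.21 (adjusted p = 0.000458, or adjusted p = 0.439 with an estimated correlation). It was -0.28 (adjusted p = 1.33e-10, or adjusted p = 0.169 with an estimated correlation) between day 1 and day 3. Il1a, the alarm cytokine interleukin-1 alpha, rose by 3.68 ± 0.42 on day 1, and the chemokines Ccl3 and Ccl4 by 1.90 ± 0.15 and 1.90 ± 0.19. The neutrophil chemokine Cxcl1, another member, had a change of 0.07 ± 0.07 (adjusted p = 0.484). The regulators' own transcripts moved apart. Tnf rose by 2.39 ± 0.16 on day 1 and 1.58 ± 0.16 on day 3, Il1b by 2.87 ± 0.18 and 2.06 ± 0.18, the transcription factor Irf7 by 2.52 ± 0.20 and 1.15 ± 0.20 and the myeloid growth factor Csf2 by 2.28 ± 0.22 and 2.07 ± 0.22 (adjusted p from 1.13e-06 to 3.65e-05 on day 1). The transcription factor Stat3 had a change of 0.09 ± 0.10 (adjusted p = 0.511) on day 1 and -0.03 ± 0.10 (adjusted p = 0.863) on day 3. For the prostaglandin receptor Ptger2 these were -0.13 ± 0.17 (adjusted p = 0.578) and -0.02 ± 0.17 (adjusted p = 0.941). For Tgfb1 the values were -0.18 ± 0.14 (adjusted p = 0.336) and 0.40 ± 0.14 (adjusted p = 0.0585). Irf3 was lower on day 3 (-0.55 ± 0.13, adjusted p = 0.00902). Its day 1 change of -0.50 ± 0.13, the day 1 changes of 0.48 ± 0.16 for Il6 and 0.55 ± 0.14 for the interferon receptor Ifnar1, and the day 3 changes of -1.48 ± 0.39 for Ifng and -0.87 ± 0.30 for Il4 were called, but not in every fit. These calls were lost without single arrays for Irf3 (adjusted p = 0.0561 without day 1 replicate 1), Il6 (adjusted p from 0.0504 to 0.164 without day 0 replicates 1 and 3, day 1 replicates 1 and 2 and day 3 replicates 1, 2 and 3), Ifng (adjusted p from 0.054 to 0.0602 without day 0 replicates 2 and 3 and day 3 replicates 1 and 2) and Il4 (adjusted p from 0.0512 to 0.183 without day 0 replicates 1 and 2, day 1 replicates 1, 2 and 3 and day 3 replicates 1 and 2), and that of Ifnar1 was lost at 0.01 (adjusted p = 0.974) with the mean of its probe sets. The interferon list was called on day 3 without day 0 replicate 2 (median 0.48, adjusted p = 0.0209), day 1 replicate 2 (0.39, adjusted p = 0.0317) or day 3 replicate 2 (0.52, adjusted p = 0.000404), and with no filter, a replicate block or Fisher's exact test (adjusted p = 0.0168, 0.0381 and 0.0154). In other fits its day 3 median was lower, with 0.23 (adjusted p = 0.555) without day 3 replicate 3, 0.30 (adjusted p = 0.228) without day 0 replicate 1 and 0.21 (adjusted p = 0.0816) with the mean of a gene's probe sets.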

On day 1 after priming, prominent biological alterations included “hematological system development,” “inflammatory response,” “cellular movement,” and “immune cell trafficking” (Figure 2(c)). 

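On day 1, chemokines, their receptors and markers of neutrophils and monocytes rose together in the SVFs. Fpr2, a receptor that guides neutrophils to bacterial peptides, rose by 5.35 ± 0.19 (adjusted p = 1.22e-08) on the log2 scale, and Mmp8, the neutrophil collagenase, by 5.52 ± 0.70 (adjusted p = 0.000237) (n = 3 mice per day). Fcgr4, an Fc receptor of monocytes and neutrophils, rose by 4.16 ± 0.16 and Ccr2, the chemokine receptor that brings monocytes out of the bone marrow, by 2.61 ± 0.22. Of 47 measured genes of leukocyte trafficking, 28 were higher, 6 lower and 13 not called on day 1 (28 and 7 when adjusted over the list alone). Their median change was 0.51 (adjusted p = 7.66e-12, or adjusted p = 0.0613 with an estimated correlation). The largest rises of this list were those of Ppbp, Cxcl5, S100a8 and S100a9. Ccl12, a monocyte chemokine, had a change of 3.65 ± 0.18 on day 1 and of -2.01 ± 0.18 from day 1 to day 3, and Cxcl13, which attracts B cells, changes of 0.83 ± 0.14 and -2.12 ± 0.14. The integrin subunits Itgal and Itgb7 of lymphocytes went the other way on day 1, with -1.06 ± 0.19 and -1.01 ± 0.18. Cxcr6, a receptor of T cells and natural killer cells, changed by -0.88 ± 0.18 on day 1 and -2.02 ± 0.18 on day 3. On day 3, 20 members were higher and 11 lower than on day 0 (22 and 13 when adjusted over the list alone), and the median was 0.21 (adjusted p = 0.00301, or adjusted p = 0.284 with an estimated correlation), or -0.02 (adjusted p = 0.482) over the members that no other list holds. Without day 0 replicate 1 this median was 0.14 (adjusted p = 0.0135), and without day 0 replicate 2 0.33 (adjusted p = 0.000364). From day 1 to day 3, 18 members fell and 0 rose (21 and 1 when adjusted over the list alone, 24 and 1 at an unadjusted p under 0.05 in limma), and the median was -0.34 (adjusted p = 3.37e-12, or adjusted p = 0.0613 with an estimated correlation). Of 23 measured neutrophil markers, 19 were higher and 0 lower on day 1 (21 and 0 when adjusted over the list alone, 21 and 0 at an unadjusted p under 0.05 in limma). The median was 3.31 (adjusted p = 6.02e-24, or adjusted p = 0.0562 with an estimated correlation). On day 3, 16 were higher and 2 lower than on day 0 (16 and 2 when adjusted over the list alone). The median was 1.76 (adjusted p = 9.21e-10, or adjusted p = 0.154 with an estimated correlation). S100a8 and S100a9 were then still 4.11 ± 0.33 and 3.75 ± 0.29 above day 0, and Fpr2 3.82 ± 0.19. The decoy receptor Il1r2 and the antibacterial protein Pglyrp1 are the markers that were lower on day 3, and from day 1 to day 3 they changed by -1.48 ± 0.18 and -1.03 ± 0.21. Between these days the neutrophil list had a median of -1.48 (adjusted p = 4.87e-17, or adjusted p = 0.0782 with an estimated correlation). Mmp9, another protease of neutrophils, had a change of 0.30 ± 0.23 (adjusted p = 0.344) on day 1. Among 21 measured monocyte markers, 15 were higher and 2 lower on day 1 (15 and 3 when adjusted over the list alone). The day 3 counts were 15 and 1 (15 and 2 when adjusted over the list alone). The list had a median of 1.48 (adjusted p = 3.25e-12, or adjusted p = 0.0562 with an estimated correlation) on day 1. On day 3 it was 1.37 (adjusted p = 3.97e-08, or adjusted p = 0.0714 with an estimated correlation). It was -0.33 (adjusted p = 2.11e-05, or adjusted p = 0.119 with an estimated correlation) between them, or -0.18 (adjusted p = 0.000341) without day 1 replicate 1. Chil3 rose most in this list, and the coagulation factor gene F10 was at least 27.9-fold higher on day 1 and at least 6.99-fold higher on day 3. Ms4a4c, a membrane protein of monocytes, rose by 2.69 ± 0.25 and fell by 1.57 ± 0.25 from day 1 to day 3. Spn, which encodes CD43, was lower on day 1 (-1.36 ± 0.29, adjusted p = 0.00583).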

On day 3 after priming, other biological alterations such as “organismal injury and abnormality” and “cancer” were also prominent (Figure 2(c)). 

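On day 3, genes of fibroblasts that lay down matrix were higher than on day 0 and on day 1. Lrrc15, a membrane protein of activated fibroblasts, rose by 4.08 ± 0.28 (adjusted p = 3.41e-06) on the log2 scale on day 3 (n = 3 mice per day). Col12a1, a collagen that binds to fibrils, rose by 2.82 ± 0.24 on day 3, Ltbp2, a protein of elastic fibers, by 2.28 ± 0.21 and Ccn2, a matrix protein induced by TGF-beta, by 2.99 ± 0.21. Of 36 measured genes of matrix and fibroblast activation, 18 were higher, 1 lower and 17 not called on day 3 (23 and 3 when adjusted over the list alone). The median was 0.38 (adjusted p = 2.65e-10, or adjusted p = 0.151 with an estimated correlation). On day 1, 10 members were higher and 12 lower (10 and 17 when adjusted over the list alone). The median of day 1 was -0.24, the mean 0.18 and the direction of the test up (adjusted p = 0.929). From day 1 to day 3, 25 members rose and 0 fell (26 and 1 when adjusted over the list alone, 26 and 2 at an unadjusted p under 0.05 in limma). The median was 0.71 (adjusted p = 4.04e-14, or adjusted p = 0.0964 with an estimated correlation). Over the same step the medians of cell type markers were -1.48 for neutrophil, -0.33 for monocyte and 0.31 for endothelial genes, and a change in the mix of cells was not tested apart from the rise of the matrix list. Between these days Lrrc15 rose by 4.07 ± 0.28, Cthrc1 by 2.48 ± 0.17, Col12a1 by 2.46 ± 0.24 and Ltbp2 by 2.16 ± 0.21 (adjusted p from 1.19e-05 to 0.000127). Timp1, an inhibitor of metalloproteases, rose on both days, by 3.77 ± 0.21 and 4.07 ± 0.21, and Inhba, the activin A subunit, was at least 10.5-fold and at least 13.8-fold higher. Collagen genes Col5a3 and Col6a1 fell on day 1, by 1.25 ± 0.18 and 1.07 ± 0.10, and rose by 1.55 ± 0.18 and 0.79 ± 0.10 from day 1 to day 3. The proteoglycan Lum was the member that was lower on day 3 (-0.62 ± 0.14, adjusted p = 0.00691), and the abundant collagen Col3a1 had a change of 0.02 ± 0.08 (adjusted p = 0.846). Of 28 measured metalloproteases and inhibitors, 13 were higher and 9 lower on day 3 (13 and 9 when adjusted over the list alone). On day 1 there were 8 and 9 (9 and 10 when adjusted over the list alone). Adam8, a protease of myeloid cells, rose by 2.01 ± 0.14 on day 1 and 2.79 ± 0.14 on day 3, and the macrophage elastase Mmp12 by 2.46 ± 0.31 on day 3. Mmp13, a collagenase, rose by 2.36 ± 0.26 and 1.33 ± 0.26. The inhibitors Timp3 and Timp4 fell by 1.33 ± 0.16 and 1.65 ± 0.29 on day 1, and their changes on day 3 were -1.33 ± 0.16 and -1.92 ± 0.29. As a whole the protease list had medians of -0.07 on day 1 (adjusted p = 0.34, with a mean of 0.36), 0.28 on day 3 (adjusted p = 0.0804) and 0.13 between day 1 and day 3 (adjusted p = 0.211). It was called on day 3 without day 0 replicate 2 (0.29, adjusted p = 0.0394), day 0 replicate 3 (0.33, adjusted p = 0.0353) or day 3 replicate 3 (0.35, adjusted p = 0.0344), with no filter (0.13, adjusted p = 0.0454) and by Fisher's exact test (adjusted p = 1.45e-05). Fisher's exact test also called it on day 1 (adjusted p = 0.011), as it did the matrix list (adjusted p = 0.00669), and quantile normalization from day 1 to day 3 (0.18, adjusted p = 0.0202). Among all genes, 1140 were higher and 536 lower on day 3 than on day 1, of which 245 and 189 by 2-fold or more. The 6 largest rises were those of Lrrc15, the gap junction gene Gjb5 (at least 9.31-fold higher), the mitotic checkpoint kinase Bub1b (at least 9.26-fold), C1qtnf3 (3.02 ± 0.35), the microfibril gene Fbn2 (2.99 ± 0.28) and Anln, an organizer of cell division (2.97 ± 0.12). The largest falls were those of Chil3 (-3.34 ± 0.57), Il1f9 (-3.13 ± 0.73), Ddx4 (-3.13 ± 0.41), the neutrophil gene Stfa3 (at least 8.07-fold lower), the interferon-induced Ifit1bl2 (-3.03 ± 0.49) and Lcn8 (-2.97 ± 0.89). Of these, calls lost without single arrays were those of Il1f9 (adjusted p from 0.0546 to 0.0665 without day 1 replicate 1 and day 3 replicate 1) and Lcn8 (adjusted p from 0.0512 to 0.154 without day 0 replicates 1, 2 and 3, day 1 replicates 1, 2 and 3 and day 3 replicates 2 and 3). The genes higher on day 3 than on day 1 numbered 617, 1820, 493, 469 and 757 without day 1 replicate 2, day 1 replicate 3, day 3 replicate 1, day 3 replicate 2 and day 3 replicate 3, and the lower ones 342, 1004, 251 and 278 without day 1 replicate 2, day 1 replicate 3, day 3 replicate 1 and day 3 replicate 2. Of the called genes in this comparison 32% were lower, and 52.7% with each array centred on its median.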

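Genes that drive cell division were higher on day 3 than on day 0 and than on day 1. Cdk1, the kinase that starts mitosis, rose by 2.35 ± 0.24 (adjusted p = 4.24e-05) on the log2 scale on day 3, and its change on day 1 was 0.33 ± 0.24 (n = 3 mice per day). Plk1, the Polo-like kinase of mitosis, was absent on all arrays of days 0 and 1 and at least 3.18-fold higher on day 3 than on day 0 (adjusted p = 0.000263), and at least 4.68-fold higher than on day 1 (adjusted p = 0.000118). Top2a, which untangles replicated DNA, rose by 1.46 ± 0.13 and Tk1, an enzyme that makes thymidine phosphate for DNA synthesis, by 2.09 ± 0.16. Of 34 measured cyclins and cell cycle regulators, 16 were higher and 2 lower on day 3 (18 and 4 when adjusted over the list alone). The median was 0.47 (adjusted p = 4.99e-05, or adjusted p = 0.0562 with an estimated correlation). On day 1, 4 were higher and 9 lower (5 and 9 when adjusted over the list alone). The median was -0.05 (adjusted p = 0.698), the mean 0.00 and the direction of the test up. Against day 1, 13 members rose and 0 fell on day 3 (16 and 1 when adjusted over the list alone, 19 and 2 at an unadjusted p under 0.05 in limma). The median was 0.42 (adjusted p = 1.21e-05, or adjusted p = 0.0562 with an estimated correlation). The mitotic cyclin Ccnb2 fell by 0.65 ± 0.14 on day 1 and rose by 1.90 ± 0.14 on day 3, and from day 1 to day 3 it rose by 2.54 ± 0.14. Cdkn3, a phosphatase that acts on cyclin-dependent kinases, rose by 2.16 ± 0.25 on day 3 and Ccna2, a cyclin of S phase and mitosis, by 1.42 ± 0.17 (adjusted p from 4.92e-06 to 0.000128). Ccnf, a cyclin that marks proteins for degradation, was already at least 3.71-fold higher on day 1 and at least 4.31-fold higher on day 3. Against the direction of the list, the cyclin Ccnd2 fell on day 1 by 0.68 ± 0.16 and the S phase factor E2f2 fell by 1.10 ± 0.22. For 44 measured genes of the mitotic roles of Polo-like kinase, 22 were higher and 0 lower on day 3 (23 and 0 when adjusted over the list alone, 24 and 1 at an unadjusted p under 0.05 in limma). The median was 0.42 (adjusted p = 9.37e-09, or adjusted p = 0.0562 with an estimated correlation) on day 3 and 0.51 (adjusted p = 3.37e-12, or adjusted p = 0.0562 with an estimated correlation) from day 1 to day 3, when 27 members rose and 0 fell (28 and 0 when adjusted over the list alone, 30 and 1 at an unadjusted p under 0.05 in limma). On day 1, 2 were higher and 8 lower (2 and 6 when adjusted over the list alone). The median was -0.12 (adjusted p = 0.587). Ect2 and Kif20a, which act in the division of the cytoplasm, rose by 2.29 ± 0.22 and 2.25 ± 0.21 on day 3, the checkpoint kinase Bub1 by 2.15 ± 0.22 and Cdc20, an activator of the anaphase-promoting complex, by 1.75 ± 0.13. From day 1 to day 3, Ect2, Kif20a and Cdc20 rose by 2.28 ± 0.22, 2.89 ± 0.21 and 2.38 ± 0.13 (adjusted p from 3.17e-06 to 0.000111). Plk2, a stress-induced member of the Polo-like family, rose by 0.66 ± 0.11 on day 1 and 0.67 ± 0.11 on day 3. Of 37 measured genes of DNA replication, 19 were higher and 0 lower on day 3 (20 and 0 when adjusted over the list alone, 24 and 0 at an unadjusted p under 0.05 in limma). On day 1 there were 4 and 1 (3 and 0 when adjusted over the list alone). Their median was 0.51 (adjusted p = 3.69e-09, or adjusted p = 0.0562 with an estimated correlation) on day 3, 0.43 (adjusted p = 2.65e-07, or adjusted p = 0.0562 with an estimated correlation) from day 1 to day 3 and 0.07 on day 1 (adjusted p = 0.0598). Gins2, a subunit of the replicative helicase, rose on both days, by 1.53 ± 0.25 and 1.84 ± 0.25, and Rrm2, a subunit of ribonucleotide reductase, on day 3 by 1.54 ± 0.15. Pcna, the sliding clamp of DNA polymerase, had a change of -0.10 ± 0.12 (adjusted p = 0.56) on day 3. On day 1 the replication list was called without day 0 replicate 1 (0.05, adjusted p = 0.0154) or day 1 replicate 1 (0.07, adjusted p = 0.0482), and with quantile normalization (0.22, adjusted p = 0.0121) or median centring (0.21, adjusted p = 0.0277). It was also called there over genes present on all 9 arrays (0.10, adjusted p = 0.0357), with the mean of a gene's probe sets (0.14, adjusted p = 0.035), no variance trend (0.07, adjusted p = 0.0475) or only the 6 arrays compared (0.11, adjusted p = 0.0345). The call from day 1 to day 3 was lost by Fisher's exact test (adjusted p = 0.114). 

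**Figure D2:**
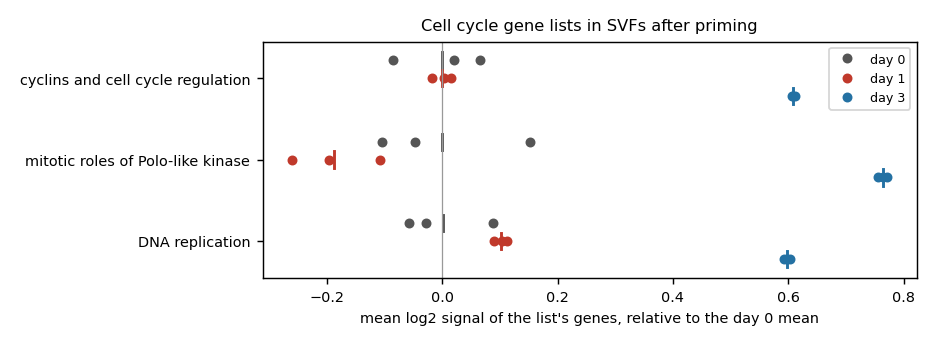
Mean log2 signal of the genes of 3 lists of cell division relative to the mean of day 0 (x axis). Each dot is 1 mouse, with 3 mice on each of days 0, 1 and 3, and each bar is the mean of a day. For the Polo-like kinase list the mice of day 1 lie at -0.26, -0.20 and -0.11 and those of day 3 at 0.77, 0.77 and 0.76.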

Cell cycle-related signals (e.g., cyclins and cell cycle regulation and mitotic roles of Polo-like kinase) were upregulated exclusively in the later time point (Figure 2(a)). 

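Enzymes of glycolysis and genes induced by hypoxia were higher on both days after priming than on day 0. Pkm, the pyruvate kinase of the last step that makes ATP, rose by 1.78 ± 0.15 (adjusted p = 9.77e-06) on the log2 scale on day 1 and 1.49 ± 0.15 (adjusted p = 3.86e-05) on day 3 (n = 3 mice per day). Pgk1, phosphoglycerate kinase, rose by 1.25 ± 0.14 and 1.35 ± 0.14, and Ldha, which makes lactate, by 0.88 ± 0.13 and 0.73 ± 0.13. Of 16 measured enzymes from glucose to lactate, 8 were higher and 2 lower on day 1 (10 and 3 when adjusted over the list alone). At day 3 they were 9 and 1 (9 and 1 when adjusted over the list alone). The median of the list was 0.60 (adjusted p = 7.13e-05, or adjusted p = 0.261 with an estimated correlation) on day 1 and 0.66 (adjusted p = 1.24e-05, or adjusted p = 0.206 with an estimated correlation) on day 3. Between day 1 and day 3 it was 0.12 (adjusted p = 0.614, or adjusted p = 0.847 with an estimated correlation). In that comparison limma called 0 members higher and 0 lower (0 and 0 when adjusted over the list alone, 5 and 0 at an unadjusted p under 0.05 in limma). Hk3, a hexokinase of myeloid cells, rose by 2.15 ± 0.21 and 1.93 ± 0.21, and the triosephosphate isomerase Tpi1 by 1.53 ± 0.16 and 1.61 ± 0.16 (adjusted p from 3.3e-05 to 0.000621 on day 1 for Hk3, Tpi1, Pgk1 and Ldha). Eno3, the enolase of muscle, went the other way, with -0.72 ± 0.18 (adjusted p = 0.0114) on day 3, and the hexokinase Hk2 had a change of 0.30 ± 0.18 (adjusted p = 0.225). Of 35 measured targets of HIF-1 outside glycolysis, 15 were higher and 0 lower on day 1 (16 and 1 when adjusted over the list alone, 18 and 2 at an unadjusted p under 0.05 in limma). On day 3, 18 were higher and 2 lower (19 and 3 when adjusted over the list alone). The list had a median of 0.30 (adjusted p = 2.44e-06, or adjusted p = 0.284 with an estimated correlation) on day 1. On day 3 it was 0.69 (adjusted p = 3.33e-06, or adjusted p = 0.284 with an estimated correlation). It was 0.04 (adjusted p = 0.761, or adjusted p = 0.921 with an estimated correlation) between the days. The day 1 median of this list was 0.20 (adjusted p = 5.85e-06) without day 1 replicate 1 and 0.45 (adjusted p = 6.28e-09) without day 1 replicate 2, and the day 3 median 0.44 (adjusted p = 2.43e-05) without day 3 replicate 2. With the mean of a gene's probe sets the day 3 median was 0.43 (adjusted p = 1.48e-05). On the same days the mean log2 signal relative to day 0 was 3.46 (SD 0.329) and 1.99 (SD 0.228) for the neutrophil, 1.81 (SD 0.16) and 1.23 (SD 0.098) for the monocyte and 1.08 (SD 0.205) and 1.27 (SD 0.09) for the macrophage list. Ak4, a mitochondrial adenylate kinase, rose by 1.88 ± 0.31 and 1.96 ± 0.31, the lipid droplet protein Hilpda by 1.79 ± 0.18 and 1.56 ± 0.18, Bnip3, which marks mitochondria for removal, by 1.56 ± 0.24 and 1.70 ± 0.24 and the lactate exporter Slc16a3 by 1.48 ± 0.28 and 1.38 ± 0.28. Egln3, a hydroxylase that marks HIF for degradation, rose by 1.33 ± 0.18 and 1.88 ± 0.18 (adjusted p from 3.79e-05 to 0.00446 on day 3 for these genes). Between day 1 and day 3 the lysyl hydroxylase Plod2 changed by 1.34 ± 0.25 (adjusted p = 0.00568), the prolyl hydroxylase P4ha2 by 1.32 ± 0.14 (adjusted p = 0.000215) and the lysyl oxidase Lox by 1.35 ± 0.15 (adjusted p = 0.000215), while the prolyl hydroxylase P4ha1 had a change of 0.04 ± 0.16 (adjusted p = 0.89). On day 3 the endothelin gene Edn1 was lower (-0.996 ± 0.15, adjusted p = 0.000755). Hif1a itself, whose transcript encodes HIF-1 alpha, rose by 0.85 ± 0.12 (adjusted p = 0.000546) on day 1 and 0.81 ± 0.12 (adjusted p = 0.000648) on day 3. Vegfa, the endothelial growth factor, rose by 0.94 ± 0.22 (adjusted p = 0.0106) on day 1, and its day 3 change of 0.79 ± 0.22 (adjusted p = 0.0233) lost its call without single arrays, with adjusted p from 0.0553 to 0.102 without day 0 replicates 1, 2 and 3 and day 3 replicates 1 and 2.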

Since canonical pathway analysis suggested the involvement of hypoxia-related signals (e.g., glycolysis pathways), we examined the protein stabilization of hypoxia-induced factor- (HIF-) 1 alpha in the cutaneous fat *in situ*, from which the SVFs have been isolated. On day 1 after the surgical procedure (injury and ischemia), remarkable stabilization of HIF-1 alpha was observed (Figures 3(a) and 3(d)). However, either injury or ischemia alone was not sufficient for the phenomenon (Figures 3(b) and 3(c)). These data indicate that priming induces drastic changes in cellular composition through bone marrow recruitment by innate immunity signals, and subsequently, SVFs optimize their repair function through cell-to-cell interactions and proliferation. 

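The SVFs held higher levels of macrophage transcripts on both days and lower levels of transcripts of lymphocytes, dendritic cells, adipose progenitors, endothelial cells and pericytes. The Fc receptor Fcgr1 of macrophages rose by 3.91 ± 0.15 (adjusted p = 2.52e-08) on the log2 scale on day 1 and 3.23 ± 0.15 (adjusted p = 1.75e-07) on day 3 (n = 3 mice per day). The coreceptor Cd8a of cytotoxic T cells fell by 1.54 ± 0.34 (adjusted p = 0.0077) on day 1, and its change on day 3 was -1.59 ± 0.34 (adjusted p = 0.00582). Igfbp5, a growth factor binding protein of stromal cells, fell by 1.66 ± 0.15 (adjusted p = 1.78e-05) on day 1, with a change of -1.49 ± 0.15 (adjusted p = 4.05e-05) on day 3. Of 27 measured macrophage markers, 18 were higher and 2 lower on day 1 (19 and 3 when adjusted over the list alone). By day 3 these numbers were 20 and 0 (21 and 0 when adjusted over the list alone, 21 and 1 at an unadjusted p under 0.05 in limma). The macrophage median was 0.90 (adjusted p = 2.05e-13, or adjusted p = 0.169 with an estimated correlation) on day 1. On day 3 it was 1.30 (adjusted p = 1.31e-14, or adjusted p = 0.169 with an estimated correlation). It was 0.07 (adjusted p = 0.627, or adjusted p = 0.9 with an estimated correlation) between the days, where the list was called with quantile normalization (0.20, adjusted p = 0.0228). The scavenger receptor Msr1 rose by 3.27 ± 0.21 and 3.13 ± 0.21, the integrin Itgam by 2.48 ± 0.17 and 1.89 ± 0.17 and Adgre1, which encodes F4/80, by 0.71 ± 0.15 and 1.398 ± 0.15. Sirpa, an inhibitory receptor of phagocytes, rose from day 1 to day 3 by 0.79 ± 0.14 (adjusted p = 0.00439). Apoe, the lipid carrier of macrophages, was lower on day 1 (-0.50 ± 0.11, adjusted p = 0.00613). Of 31 measured T cell markers, 18 were lower and 0 higher on day 1 (23 and 0 when adjusted over the list alone, 23 and 0 at an unadjusted p under 0.05 in limma). On day 3 the counts were 17 and 0 (21 and 0 when adjusted over the list alone, 24 and 0 at an unadjusted p under 0.05 in limma). Their medians were -1.02 (adjusted p = 6.74e-06, or adjusted p = 0.549 with an estimated correlation) on day 1 and -1.08 (adjusted p = 5.16e-08, or adjusted p = 0.459 with an estimated correlation) on day 3. The day 1 fall of the list was largest in day 1 replicate 1, without which the T cell median was -0.63 (adjusted p = 1.67e-05) on day 1. Between day 1 and day 3 it was -0.01 (adjusted p = 0.305), and it was called at -0.52 (adjusted p = 6.27e-09) without day 1 replicate 1 and -0.18 (adjusted p = 0.036) without day 3 replicate 3. Cd96 changed by -1.52 ± 0.37 and -1.71 ± 0.37, and Cd8b1 by -1.48 ± 0.38 and -1.59 ± 0.38. Of 26 measured B cell markers, 9 were lower and 1 higher on day 1 (16 and 1 when adjusted over the list alone). The day 3 counts were 18 and 0 (23 and 0 when adjusted over the list alone, 23 and 0 at an unadjusted p under 0.05 in limma). The B cell medians were -0.79 (adjusted p = 0.00173, or adjusted p = 0.62 with an estimated correlation) and -1.03 (adjusted p = 3.87e-08, or adjusted p = 0.385 with an estimated correlation), and the IgE receptor Fcer2a changed by -1.45 ± 0.33 and -1.58 ± 0.33. Ms4a1, which encodes CD20, fell on day 3 by 1.41 ± 0.30, and the antibody heavy chain Ighm by 1.44 ± 0.34. Of 25 measured genes of dendritic cells and MHC class II, 12 were lower and 1 higher on day 1 (14 and 1 when adjusted over the list alone). At day 3 they were 12 and 2 (16 and 2 when adjusted over the list alone). Medians were -0.51 (adjusted p = 0.00422, or adjusted p = 0.525 with an estimated correlation) and -0.61 (adjusted p = 0.000115, or adjusted p = 0.378 with an estimated correlation), with -1.78 ± 0.24 and -1.53 ± 0.24 for the dendritic cell chemokine Ccl22 and -0.51 ± 0.12 and -0.61 ± 0.12 for the MHC class II gene H2-Aa. The other way went Bst2, an interferon-induced membrane protein, with 1.89 ± 0.25 on day 1. Among 35 measured markers of adipose progenitors, 15 were lower and 3 higher on day 1 (16 and 3 when adjusted over the list alone). By day 3 these numbers were 17 and 2 (21 and 2 when adjusted over the list alone). They had medians of -0.37 (adjusted p = 0.000447, or adjusted p = 0.284 with an estimated correlation) and -0.44 (adjusted p = 2.62e-06, or adjusted p = 0.169 with an estimated correlation). Bmp4, which commits progenitors to adipocytes, changed by -0.98 ± 0.14 and -1.35 ± 0.14, and Igfbp6 by -0.90 ± 0.16 and -1.38 ± 0.16. The Wnt modulator Sfrp2 fell on day 1 by 1.20 ± 0.14 and rose from day 1 to day 3 by 1.37 ± 0.14, while the alarm cytokine Il33 rose by 2.16 ± 0.23 on day 1. Pdgfra, which encodes CD140A, had changes of -0.02 ± 0.14 (adjusted p = 0.917) and -0.18 ± 0.14 (adjusted p = 0.38). Of 32 measured endothelial markers, 20 were lower and 0 higher on day 1 (21 and 0 when adjusted over the list alone, 25 and 0 at an unadjusted p under 0.05 in limma). On day 3 the counts were 10 and 2 (12 and 2 when adjusted over the list alone). The endothelial median was -0.61 (adjusted p = 3.45e-06, or adjusted p = 0.315 with an estimated correlation) on day 1. On day 3 it was -0.23 (adjusted p = 0.0068, or adjusted p = 0.566 with an estimated correlation). It was 0.31 (adjusted p = 0.0116, or adjusted p = 0.582 with an estimated correlation) between the days. The phosphatase Ptprb changed by -1.35 ± 0.20 and -1.14 ± 0.20 and the angiopoietin receptor Tek by -0.78 ± 0.15 and -0.91 ± 0.15. From day 1 to day 3, the apelin receptor Aplnr rose by 1.55 ± 0.21 (adjusted p = 0.000911) and Tie1 by 0.96 ± 0.19 (adjusted p = 0.00666). Of 21 measured pericyte and smooth muscle markers, 14 were lower and 1 higher on day 1 (15 and 1 when adjusted over the list alone). The day 3 counts were 10 and 2 (10 and 2 when adjusted over the list alone). Their medians were -0.54 (adjusted p = 0.000325, or adjusted p = 0.297 with an estimated correlation) on day 1 and -0.38 (adjusted p = 0.0415, or adjusted p = 0.562 with an estimated correlation) on day 3. The myosin light chain Myl9 changed by -1.15 ± 0.14 and -1.22 ± 0.14, Gucy1a1, the nitric oxide receptor of smooth muscle, by -1.36 ± 0.20 and -0.90 ± 0.20 and Mcam, an adhesion molecule of vessels, by 1.65 ± 0.17 on day 3. Calls lost without single arrays were those of the endothelial list on day 3 (-0.12, adjusted p = 0.115 without day 0 replicate 3) and from day 1 to day 3 (0.25, adjusted p = 0.0696 without day 1 replicate 3), and of the pericyte list on day 3 (adjusted p = 0.0637, 0.125, 0.0532 and 0.11 without day 0 replicate 2, day 0 replicate 3, day 1 replicate 1 and day 3 replicate 3). The endothelial median on day 3 was -0.41 (adjusted p = 5.14e-05) without day 0 replicate 1. The pericyte call on day 3 was also lost with the mean of a gene's probe sets (-0.35, adjusted p = 0.124), no variance trend (adjusted p = 0.0558) and only the 6 arrays compared (adjusted p = 0.0641). By Fisher's exact test the lists not called were those of pericytes on both days (adjusted p = 0.0957 and 0.101), dendritic cells on day 1 (adjusted p = 0.135) and endothelial cells on day 3 and from day 1 to day 3 (adjusted p = 1 and 0.931). After its results on innate immunity, the cell cycle and HIF-1 alpha protein, the paper reasons that priming changes the cellular composition through recruitment from the bone marrow and that SVFs then optimize their repair function through interactions between cells and proliferation. 

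**Figure D3:**
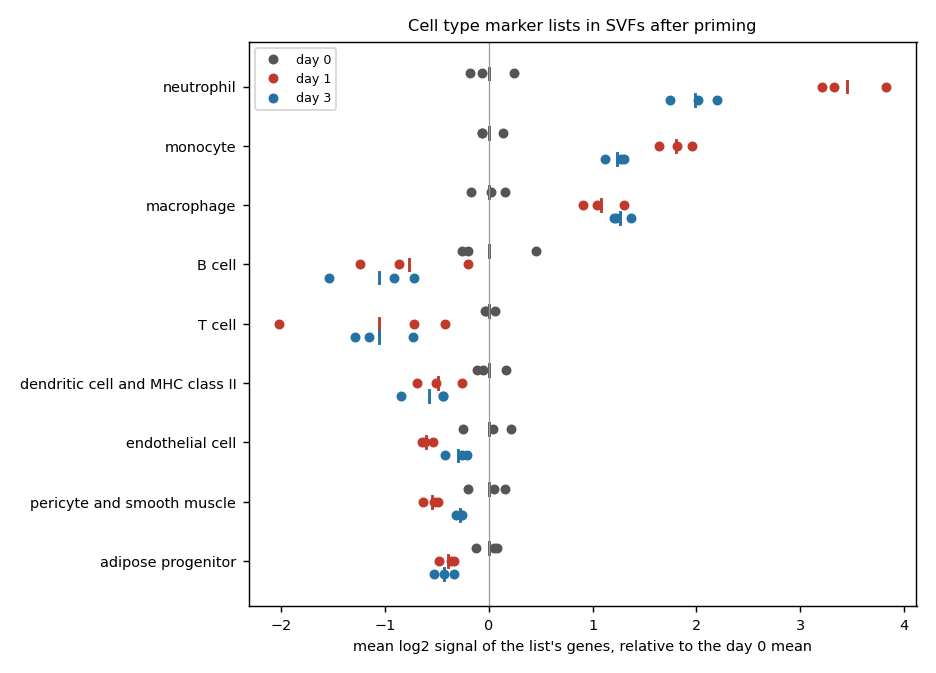
Mean log2 signal of the marker genes of 9 cell types relative to the mean of day 0 (x axis). Each dot is 1 mouse, with 3 mice on each of days 0, 1 and 3, and each bar is the mean of a day. For the macrophage list the mice of day 1 lie at 1.31, 1.04 and 0.90 and those of day 3 at 1.37, 1.23 and 1.21, and for the T cell list at -2.02, -0.72 and -0.42 and -1.29, -1.15 and -0.73.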

Thereafter, we investigated wound repair priming from two different aspects: changes in cellular composition (Figure 4) and functional augmentation in angiogenesis (Figures 5–7).

### 3.3. Priming (Injury+Ischemia) Changed the Heterogeneous Cellular Composition of SVFs

As SVFs consist of a heterogeneous cell population, we evaluated the percentage of CD45-positive mononuclear cells, CD31-CD45-double negative mesenchymal cells [14], mesenchymal-gated CD34-positive adipose progenitors, and F4/80-positive macrophages on days 1, 3, and 7 after priming. The percentage of CD45-positive cells was 92.86 ± 4.09% (range, 85.46–97.42%) on day 1, 90.11 ± 7.67% (range, 78.38–98.78%) on day 3, and 83.85% ± 8.05% (range, 66.75–91.38%) on day 7 (Figure 4(a)). On day 7 after priming, the CD45-positive fraction was significantly lower compared with that of nonprimed SVFs (Figure 4(a)). The percentage of CD31-CD45-double negative cells was 3.40 ± 1.34% (range, 1.85–6.13) on day 1, 3.97 ± 3.07% (range, 0.71–8.61) on day 3, and 9.89 ± 4.09% (range, 5.49–18.83) on day 7 (Figure 4(a)). On day 7 after priming, the CD31-CD45-double negative fraction was significantly higher compared with that of nonprimed SVFs (Figure 4(a)). A scatter plot of two variables (CD45-positive and CD31-CD45-double negative) clearly segregated primed SVFs over nonprimed SVFs (Figure 4(b)).

It is known that the CD31-CD45-double negative fraction include CD34-positive cells with great variability, from 3.5% [15] to 80% [16]. The CD34-positive cells in the CD31-CD45-double negative fraction represent adipose-derived progenitors. The percentage of CD34-positive cells in the CD31-CD45-double negative fraction was 40.07 ± 10.76% (range, 23.02–55.95) on day 1, 22.00 ± 12.06% (range, 7.59–33.33) on day 3, and 45.12 ± 23.23% (range, 10.36–76.73) on day 7. CD34-positive cells were significantly lower on day 3 after priming but were similar on day 7 compared with nonprimed SVFs (Figure 4(c)). Adipose progenitors presenting CD140A (PDGFR alpha) are known to differentiate either into adipocytes or into fibroblasts depending on their physiological context [16]. We measured the CD140A-CD9-double positive cells as the preadipocyte fraction and the CD140A-positive/CD9-negative cells as the prefibroblast fraction. The percentage of CD140A-CD9-double positive cells in the CD31-CD45-double negative fraction was 37.31 ± 10.49% (range, 20.43–55.17) on day 1, 28.47 ± 9.12% (range, 13.25–41.04) on day 3, and 31.88 ± 15.62% (range, 12.81–57.14) on day 7. The percentage of CD140A-positive/CD9-negative cells in the CD31-CD45-double negative fraction was 21.7 ± 11.73% (range, 10.26–48.75) on day 1, 31.56 ± 14.23% (range, 17.1–55.13) on day 3, and 34.22 ± 11.22% (range, 22.86–57.26) on day 7. While the preadipocyte fraction was lower on day 1 after priming, the prefibroblast fraction after priming was similar compared with that of nonprimed SVFs (Figure 4(c)).

The percentage of the F4/80-positive fraction (macrophages) was 22.37 ± 12.71% (range, 5.33–38.46) on day 1, 23.13 ± 17.12% (range, 3.12–44.47) on day 3, and 24.06 ± 9.27% (range, 4.63–34.29) on day 7. The percentage of M1 macrophages (F4/80-positive/CD11c-positive/CD206-negative fraction) was 2.59 ± 1.64% (range, 1.2–6.1) on day 1, 3.39 ± 1.46% (range, 1.15–5.19) on day 3, and 8.62 ± 3.41% (range, 4.67–14.36) on day 7, and that of M2 macrophages (F4/80-positive/CD11c-negative/CD206-positive fraction) was 45.69 ± 20.27% (range, 21.82–77.04) on day 1, 41.34 ± 8.86% (range, 27.48–54.29) on day 3, and 39.03 ± 11.28% (range, 21.83–52.37) on day 7. The percentage of macrophages was significantly higher on days 1 and 7 after priming, whereas the fractions of both the M1 and M2 macrophages were almost similar compared with those of nonprimed SVFs (Figure 4(d)).

### 3.4. A Combination of Surgical Injury and Ischemia Was Necessary for Efficient Blood Flow Recovery and Regeneration of Ischemic Limbs

To quantify the angiogenetic capacity of the primed SVFs, we transplanted SVFs into syngeneic hindlimb ischemia mice. We prepared four different experimental groups to see the essential factors for the priming. After ligation of the right external iliac artery (day 0), ischemic hindlimb blood perfusion was significantly lower than that of the contralateral control hindlimbs in all groups (Figure 5(a)). On days 3, 7, and 14 after SVF injection, the sham group (without SVF transplantation), the injury-only group, and the ischemia-only group did not show an increase in blood flow recovery (Figures 5(a) and 5(b)). In contrast, the injury+ischemia group (74.32 ± 14.82 PU on day 7, 91.51 ± 10.75 PU on day 14) showed significantly higher blood perfusion than the sham group (vs. 28.82 ± 10.41 PU on day 7, vs. 28.40 ± 18.13 PU on day 14; *p* < 0.01), the injury-only group (vs. 26.39 ± 3.56 PU on day 7, vs. 36.08 ± 19.24 PU on day 14; *p* < 0.01), and the ischemia-only group (vs. 33.83 ± 13.75 PU on day 7, vs. 43.27 ± 12.19 PU on day 14; *p* < 0.01) on days 7 and 14 after injection. On day 14, the blood perfusion in the injury+ischemia group was almost equivalent to that of the contralateral control limbs (Figure 5(b)). Consistently, the ischemic limb skin appearance of the four groups on day 14 showed a remarkable improvement. There was no drop-out or scar appearance on the ischemic limb skin in the injury+ischemia group on day 14, while we could see dropping-out of the right ischemic limb in the sham group and scarring in the injury-only group and ischemia-only group (Figure 5(c)).

### 3.5. A Combination of Injury and Ischemia Was Necessary for Capillary Angiogenesis during Limb Ischemia

Finally, we determined the angiogenetic capacity of SVFs by measuring capillary density.  Figure 6(a) shows representative microscopic images for CD31-positive (endothelial cell) capillaries located within ischemic hindlimb muscles on day 14 after SVF injection. The injury+ischemia group (3.94% ± 1.32%) showed a significantly larger area for capillaries than the sham group (vs. 1.11% ± 0.48%; *p* < 0.01), the injury-only group (vs. 1.33% ± 0.70%; *p* < 0.01), and the ischemia-only group (vs. 1.54% ± 0.76%; *p* < 0.01) on day 14 after injection (Figure 6(b)). Vascular endothelial growth factor- (VEGF-) A synthesis was negligible on day 0 of the priming, and the peak of the induction was on 5 days after priming procedure (Figure 7). These results indicate that the combination of injury and ischemia induces capillary angiogenesis through the synthesis of VEGF-A.

## 4. Discussion

Injured tissues release various wound-related factors that affect repair and remodeling [17–19]. Autologous transplantation of adipose-derived SVFs to ischemic limbs promotes angiogenesis and regeneration of ischemic tissues in humans [20] as well as in mouse models [7]. In mouse models, cytokines such as interleukin 6, granulocyte/macrophage colony-stimulating factor, basic fibroblast growth factor, platelet-derived growth factor-bb, vascular endothelial growth factor, and hepatic growth factor are significantly increased in the peripheral blood on day 1 after transplantation of the adipose-derived SVFs [7]. On day 7 after transplantation, however, these cytokines decrease to the same levels as in control mice. This suggests that the transplantation of adipose-derived SVFs improves ischemia via the following two steps: (1) a systemic inflammatory response mobilizes the inflammatory cells from bone marrow, and (2) the transplanted adipose-derived stem/stromal cells and the mobilized inflammatory cells synergistically induce angiogenesis [7].

We incidentally discovered that adipose-derived SVFs in severely injured mice are increased in number and have enhanced angiogenetic capacity through syngeneic transplantation experiments. We subsequently developed a method to reproduce this phenomenon and investigated its mechanisms. The wound repair priming of SVFs requires two surgical procedures: mincing fat parenchyma (injury) and ligating the subcutaneous fat-feeding artery (ischemia). When either one (injury or ischemia) was lacking, the enhancement of angiogenesis in limb ischemia was limited. In the presence of both injury and ischemia, however, we observed enhanced angiogenesis and regeneration of ischemic limbs. After the priming, the cell number of SVFs increased, and microarray analysis showed remarkable changes in the gene expression profile. Thereafter, we performed subsequent experiments to elucidate the molecular and cellular basis of wound repair priming. Microarray data clearly indicated the extensive upregulation of innate immunity signals, suggesting the involvement of the acute inflammatory response. Damage-associated molecular patterning is a possible trigger that induces the inflammatory response [21, 22]. Moreover, hypoxia-induced factor- (HIF-) 1 alpha was stabilized in cutaneous fat *in situ* on day 1 after the priming. The primed SVFs subsequently reorganized heterogeneous cellular compositions and synthesized abundant vascular endothelial growth factor- (VEGF-) A protein through days 5-7. The data support our hypothesis that the transplantation of the primed SVFs improves ischemia in two steps: mobilizing immune cells through a systemic response and synergistic cooperation of heterogeneous cell populations, which contributes to efficient angiogenesis.

In the present study, flow cytometry analysis demonstrated that the cellular composition of primed SVFs changed over time. After priming, the CD45-positive mononuclear cell fraction decreased, but the CD31-CD45-double negative mesenchymal cell fraction increased on day 7 (Figures 3(a) and 3(b)). Recent reports suggest that activated tissue stem cells change the macrophage fraction from M1 to M2 [23]. Since M2 macrophages are known to show tissue remodeling effects [24, 25], this suggests that M2 macrophages could contribute to angiogenesis and regeneration of ischemic limbs. In our results, although the F4/80-positive macrophage fraction increased after priming, the proportion of M1 (F4/80-positive/CD11c-positive/CD206-negative fraction) and M2 (F4/80-positive/CD11c-negative/CD206-positive fraction) cells did not change. Another important stromal component is adipose progenitors, i.e., preadipocytes [26]. Shook et al. recently reported that a subset of myofibroblasts change their number through the proliferation [26] of preadipocytes. However, we observed that the fraction of preadipocytes was decreased transiently, and that of prefibroblasts did not change after priming. We should perform further investigations regarding the specific cellular components of primed SVFs on the regeneration of ischemic limbs.

The processing of human adipose-derived SVFs has been automated for angiogenesis therapy, and autologous transplantation of adipose-derived SVFs is now performed in various clinical settings. However, concerns over individual variations in cell number and quality remain an unsolved issue. Although we have provided a unique concept known as “wound repair priming” and have generated a reproducible surgical procedure, adopting this methodology for humans is unlikely to be feasible. In the future, the priming procedure should be replaced by chemical or pharmacological approaches, the effect of which is equivalent to surgical priming. For example, priming with chemical compounds that stimulate innate immune signals would be a promising alternative. Such chemical or pharmacological priming might contribute to the development of reliable and effective angiogenic therapy for ischemic cardiovascular diseases such as critical limb ischemia.

## 5. Conclusions

Surgical priming with injury+ischemia of adipose tissue results in increased cell numbers and better quality of adipose-derived SVFs. The primed SVFs rapidly reorganize their cell components during wound repair. Residential stromal cells and mobilized immune cells collaborate to achieve effective angiogenesis in ischemic tissues.

## Figures and Tables

**Figure 1:**
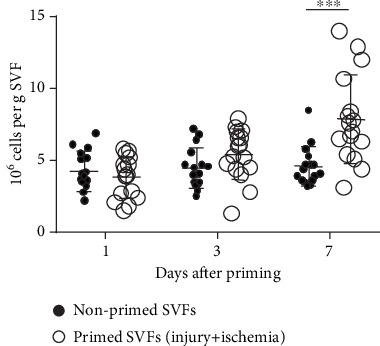
Surgical injury increased the live cell number of SVFs. The number of SVFs per tissue weight. Primed SVFs were created by both mincing fat parenchyma (injury) and ligating the subcutaneous fat-feeding artery (injury+ischemia). The error bars represent the standard deviation of measurements from 16 samples. ^∗∗∗^*p* < 0.001 primed vs. nonprimed SVFs. SVF: stromal vascular fraction.

**Figure 2:**
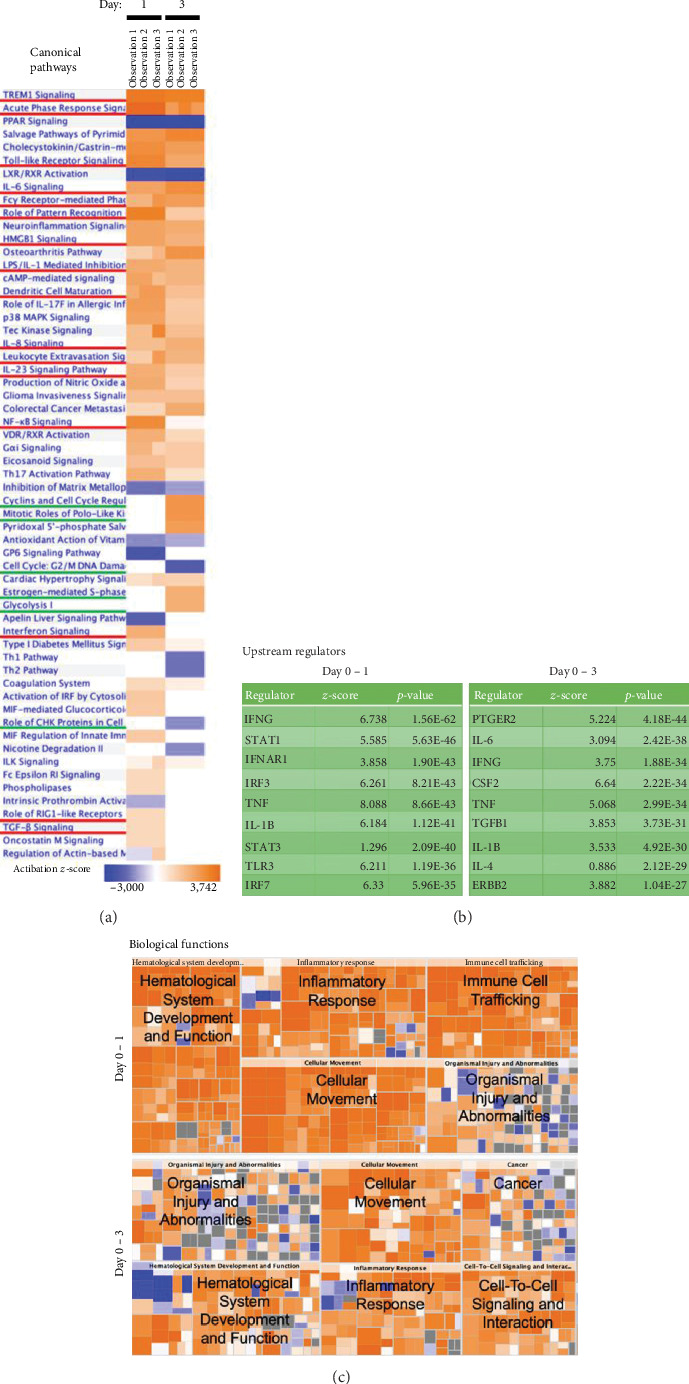
Canonical pathways and upstream-downstream effects involved in SVF priming. Gene expression profiles were compared between primed SVFs and nonprimed SVFs (i.e., 0 vs. 1 day or 0 vs. 3 days after priming), and the lists of differentially expressed genes were imported into Ingenuity Pathway Analysis software. (a) Canonical pathways were clustered according to the activation *z*-score. The heat map indicates the *z*-score based on alterations of “seed molecules” among the dataset. Each column indicates a repeat of experiments (observation) from a distinct time point (comparisons of 0 vs. 1 day and 0 vs. 3 days). The clustering overrepresented immune-related pathways, especially those of innate immunity (red underlines). Cell cycle-related pathways were overrepresented on day 3 after the priming (green underlines). (b) Lists of upstream regulators, the *p* values (Fisher's exact test) of which were the lowest. (c) Expected biological functions downstream of the gene expression changes are shown. Tiled boxes represent the functionally curated gene groups, the area of which is inversely correlated with the *p* value (Fisher's exact test). Small boxes are assembled in a larger box, creating a more common biological annotation. The color of each box indicates the activation *z*-score, although the algorithm is different from that of canonical pathway analysis. Grey-shaded boxes indicate that it was infeasible to determine activation or inactivation. SVF: stromal vascular fraction.

**Figure 3:**
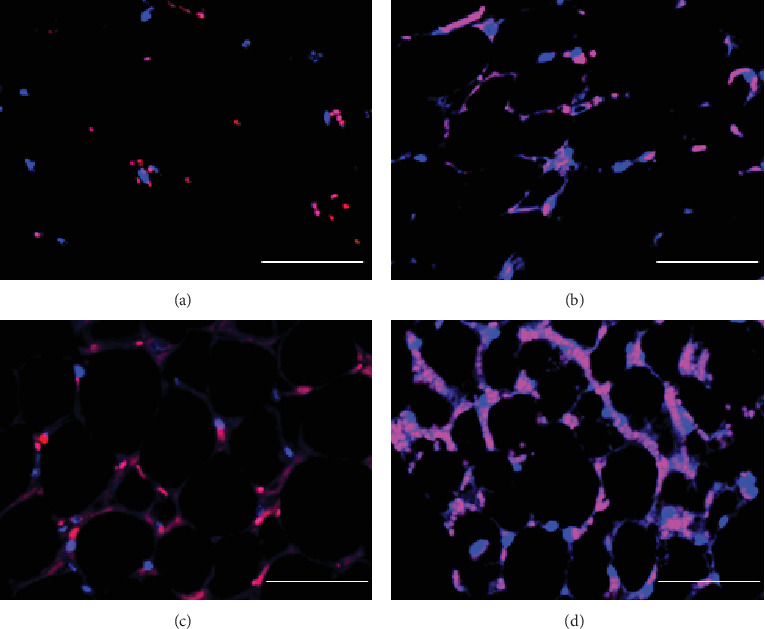
Stabilization of HIF-1 alpha with or without surgical treatments in cutaneous fat *in situ*. Representative images of HIF-1 alpha stabilization *in situ* on day 1 after the surgical treatments. (a) Sham operation group. (b) Injury-only group. (c) Ischemia-only group. (d) Injury+ischemia group. The remarkable stabilization of HIF-1 alpha was observed in the injury+ischemia group. However, sufficient stabilization of HIF-1 alpha was not observed in the injury-only group and the ischemia-only group. Scale bars = 50 *μ*m. HIF: hypoxia-induced factor.

**Figure 4:**
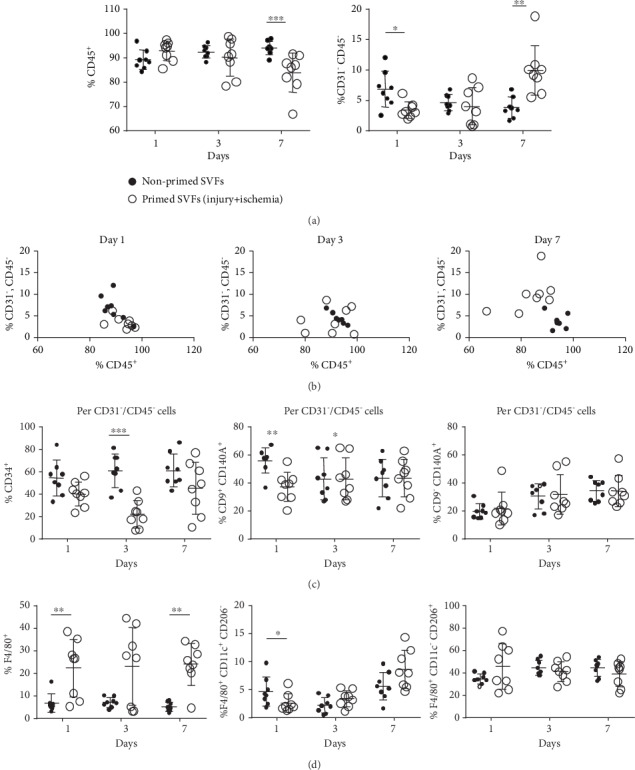
Change in cellular compositions of SVFs by priming. Flow cytometry analysis of surface antigens in primed (injury+ischemia) and nonprimed SVFs. (a) CD45-positive mononuclear (left) and CD31-CD45-double negative (right) mesenchymal cell fractions on days 1, 3, and 7 after priming. (b) Scatterplots of CD45-positive and CD31-CD45-double negative cells are shown. Note that the primed and nonprimed SVFs were clearly segregated on day 7 after priming. (c) Mesenchymal-gated CD34-positive adipose progenitors, mesenchymal-gated CD140A-positive/CD9-high preadipocytes, or mesenchymal-gated CD140A-positive/CD9-low prefibroblasts on days 1, 3, and 7 after priming. (d) F4/80-positive macrophages, F4/80-positive/CD11c-positive/CD206-negative M1 macrophages, and F4/80-positive/CD11c-negative/CD206-positive M2 macrophages on days 1, 3, and 7 after priming. *n* = 8; ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001 primed vs. nonprimed SVFs. SVF: stromal vascular fraction.

**Figure 5:**
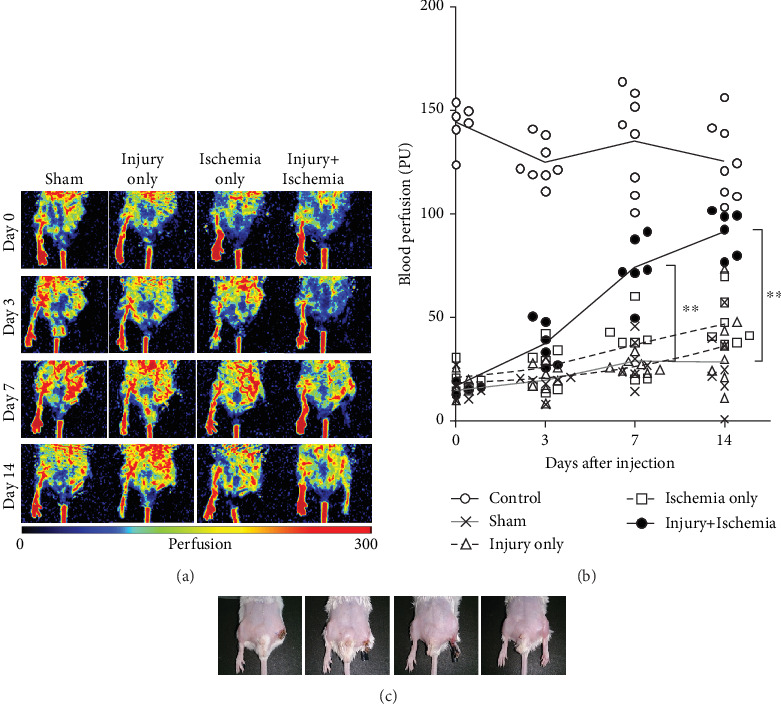
A combination of surgical injury and ischemia was necessary for efficient blood flow recovery during limb ischemia. Blood flow recovery following injection of primed SVFs. (a) Representative laser Doppler blood perfusion imaging. Compared to the sham group (without SVF transplantation), the surgical injury-only group or the ischemia-only group did not show improved blood flow recovery on days 3, 7, and 14 after SVF injection. In contrast, efficient blood flow recovery was achieved in the injury+ischemia group. (b) Quantitative assessment of serial changes in blood perfusion. There was no significant difference in blood perfusion among the sham group, the injury-only group, and the ischemia-only group. The injury+ischemia group showed significantly higher blood perfusion than the sham group, the injury-only group, and the ischemia-only group on days 7 and 14 after injection. (c) Representative appearance of the ischemic (left) and nonischemic (right) hindlimbs. Note that the ischemic limb treated with both injury and ischemia retained an almost intact appearance. ^∗∗^*p* < 0.01. SVF: stromal vascular fraction.

**Figure 6:**
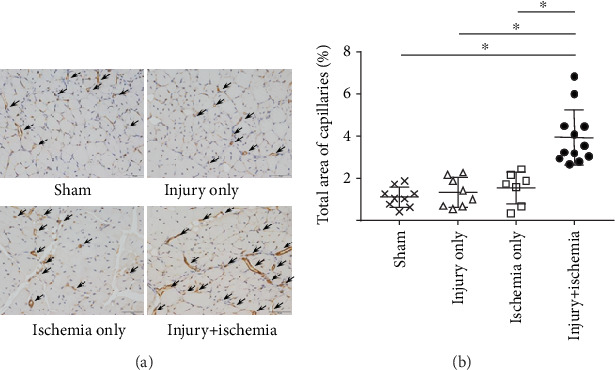
A combination of surgical injury and ischemia was necessary for capillary angiogenesis during limb ischemia. Angiogenesis was visualized by immunohistochemical staining against CD31. (a) Representative microscopic images of CD31-positive capillaries located in ischemic hindlimb muscles. Compared with the sham group (without SVF transplantation), the injury+ischemia group showed increased CD31-positive capillary density on day 14 after injection. The arrows indicate capillaries in the hindlimb muscles. Scale bars = 50 *μ*m. (b) Total area of CD31-positive capillaries per 400x field in sections of the adductor muscle (5 microscopic fields per slide for each mouse); ^∗^*p* < 0.01. SVF: stromal vascular fraction.

**Figure 7:**
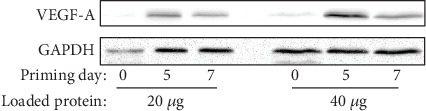
Protein synthesis of VEGF-A was induced by a combination of surgical injury and ischemia in SVFs. 20 *μ*g (left) or 40 *μ*g (right) of whole-cell protein lysate was loaded per lane. Western blotting against VEGF-A or GAPDH was performed. GAPDH served as an internal control. Note that the basal level of VEGF-A synthesis was negligible on day 0 of the priming and the peak of the induction was on 5 days after priming procedure. VEGF: vascular endothelial growth factor; GAPDH: glyceraldehyde 3-phosphate dehydrogenase; SVF: stromal vascular fraction.

## Data Availability

The microarray data obtained in this study have been deposited in the Gene Expression Omnibus (accession number: GSE 134613). Other data used to support the findings of this study are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

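RNA of SVFs from inguinal subcutaneous fat of BALB/c mice was measured on 9 Affymetrix mouse expression arrays, 3 arrays from individual mice on each of days 0, 1 and 3. The labels call days 1 and 3 days after injury, and day 0 is taken as the nonprimed group of the paper. As deposited by the authors, the probe intensities had been summarized with MAS5. The deposited files hold, for each of 45101 probe sets, the MAS5 signal, the detection call and the detection p-value. The authors had scaled the signals, which are on a linear scale, and the deposited value table of the series equals the files of the single samples within 5e-04 percent of a signal. The arrays name no genome build, so no coordinates are given. Of the probe sets, 64 are controls, 932 carry several gene symbols and 9160 none, and these were not used for genes. 24920 probe sets were called present on all 3 arrays of at least 1 day. Erbb2 and Tlr9, which the paper names, did not pass this filter.

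Signals were log2-transformed with no offset and fitted with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend of the variance with mean signal) in R 4.3.3, with tables read by data.table 1.17.8. All arrays entered 1 fit with day as the factor, which leaves 6 residual degrees of freedom, and the comparisons were day 1 with day 0, day 3 with day 0 and day 3 with day 1. Tests were two-sided and adjusted by Benjamini-Hochberg over the 11796 genes. The limma and camera tests, the 32 gene lists, the rule for the genes named and the alternatives were chosen before the data were examined, while the tests of lymph node content (with its gene list), dilution, scaling, monocytes and neutrophils were chosen after the results were seen. Gene lists were tested with camera with a preset correlation between genes of 0.01, adjusted over the lists and comparisons together, and again with the correlation estimated for each list. With the preset value 58 of 96 tests passed an adjusted p under 0.05, and with the estimated correlation 0 did in limma's camera, the lowest adjusted p being 0.0562. Ingenuity Pathway Analysis, which the paper used, was not used here, and the lists are general lists with the names of its pathways. They hold 1111 genes with repeats counted, of which 1027 are named on the array and 926 were tested. The measured members number, for each list: TREM1 signaling 44, acute phase response 41, Toll-like receptor signaling 50, interferon response 47, NF-kB, TNF and IL-1 targets 47, leukocyte trafficking 47, glycolysis 16, HIF-1 targets outside glycolysis 35, cyclins and cell cycle regulation 34, mitotic roles of Polo-like kinase 44, DNA replication 37, matrix and fibroblast activation 36, matrix metalloproteases and inhibitors 28, angiogenic growth factors 30, PPAR signaling and mature adipocyte 28, LXR/RXR activation 21, neutrophil 23, monocyte 21, macrophage 27, M1 macrophage 18, M2 and resident macrophage 26, dendritic cell and MHC class II 25, B cell 26, T cell 31, NK and cytotoxic cell 20, mast cell, basophil and eosinophil 14, endothelial cell 32, pericyte and smooth muscle 21, adipose progenitor 35, skeletal muscle 11, epithelial and keratinocyte 7 and erythroid 4.

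The genes named are, for days 1 and 3 against day 0, the 12 largest rises and falls among called genes whose groups of mice do not overlap and whose probe set is present on all 3 arrays of the brighter day. For day 3 against day 1 they are the 6 largest rises and falls by the same rule. In each list up to 4 called members with the largest change are named, with up to 2 further members that were not called or moved the other way, and every gene the paper names. Some results that meet this rule are not reported here. For groups of 3 against 3, chance gives no overlap for 10% of genes. A fold is written with at least where no array of the dimmer day called the probe set present. It sets the mean log2 signal of the brighter day against a floor on each array of the dimmer day. That floor is the higher of the probe set's own signal and the lowest signal called present. Where the own signal is the higher, the fold is the estimated one, with its sampling error, and not a bound. Values with ± are log2 changes with limma's standard error.

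The fit was tested on simulated data with 200 changed genes of 11796 in 10 draws: changes of 2 on the log2 scale were called in 97.9% of genes, and 4.94% of calls were false. The alternatives were quantile normalization, median centring, 16 or 64 added to the signals, no filter, a filter on presence on all 9 arrays, the mean of a gene's probe sets, no probe sets that can share transcripts with other genes, no variance trend, array weights, only the 6 arrays compared, a replicate block, leaving out each array, a 2-fold limit, an adjusted p under 0.01, the methods' ANOVA in a one-way and a repeated-measurements form, probe sets counted one by one, the estimated correlation, Fisher's exact test of 2-fold genes and members that no other list holds. The value table of the series was not run separately, since it holds the same values. Replicate numbers do not pair the mice, since different mice were taken on each day.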

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

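The tests on lymph node content, dilution, scaling, monocytes and neutrophils were chosen after the result was seen, and those on bright probe sets and on other splits of the arrays before.

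The changes of 18 gene lists against day 0 differed between days 1 and 3 by a test of the difference with camera. The medians of the changes from day 1 to day 3 were lower for neutrophil (-1.48), interferon (-1.17), mast cell, basophil and eosinophil (-0.63), M1 macrophage (-0.56), acute phase (-0.53), leukocyte trafficking (-0.34), monocyte (-0.33), NF-kB (-0.28), NK and cytotoxic cell (-0.23), B cell (-0.23), TREM1 (-0.23), M2 and resident macrophage (-0.20) and Toll-like receptor genes (-0.086). They were higher for matrix and fibroblast activation (0.71), Polo-like kinase (0.51), DNA replication (0.43), cyclins (0.42) and endothelial genes (0.31). Calls lost without 1 array were those of the B cell list, with 0.06 (adjusted p = 0.515) without day 1 replicate 3 and 0.06 (adjusted p = 0.206) without day 3 replicate 2, of the NK and cytotoxic cell list, with -0.11 (adjusted p = 0.16) without day 1 replicate 3 and -0.04 (adjusted p = 0.407) without day 3 replicate 2, and of the endothelial list, with 0.25 (adjusted p = 0.0696) without day 1 replicate 3. With an estimated correlation the calls of all 18 lists were lost, with adjusted p from 0.0562 to 0.63. Over members that no other list holds, which were fewer, they were lost for M1 macrophage (0.02, adjusted p = 0.253; 12 of its 18 members are in other lists), TREM1 (-0.16, adjusted p = 0.158) and Toll-like receptor genes (0.044, adjusted p = 0.456). With array weights they were lost for the B cell (-0.15, adjusted p = 0.0787) and NK and cytotoxic cell lists (-0.20, adjusted p = 0.0724), and by Fisher's exact test for B cell (adjusted p = 0.172), NK and cytotoxic cell (adjusted p = 0.113), endothelial (adjusted p = 0.931), DNA replication (adjusted p = 0.114) and Toll-like receptor genes (adjusted p = 0.126). Medians that moved by over 1.5 times without 1 array but stayed called were those of TREM1 (-0.128 without day 1 replicate 1), monocyte (-0.184 without day 1 replicate 1), M2 and resident macrophage (-0.125 without day 1 replicate 1, -0.334 without day 3 replicate 2 and -0.096 without day 3 replicate 3), Toll-like receptor (-0.13 without day 1 replicate 2), B cell (-0.439 without day 1 replicate 1 and -0.397 without day 3 replicate 3) and NK and cytotoxic cell (-0.388 without day 3 replicate 3) genes.

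Lists outside the pathways that the paper discusses also differed from day 0. Their medians on days 1 and 3 were 3.31 and 1.76 for neutrophil, 1.48 and 1.37 for monocyte, -0.79 and -1.03 for B cell, -1.02 and -1.08 for T cell, -0.51 and -0.61 for dendritic cell and MHC class II and -0.54 and -0.38 for pericyte and smooth muscle genes. For matrix and fibroblast activation it was 0.38 on day 3. With an estimated correlation no call of these lists held, with adjusted p on days 1 and 3 of 0.0562 and 0.154 for neutrophil, 0.0562 and 0.0714 for monocyte, 0.62 and 0.385 for B cell, 0.549 and 0.459 for T cell, 0.525 and 0.378 for dendritic cell and MHC class II and 0.297 and 0.562 for pericyte genes, and 0.151 for matrix genes on day 3. The T cell median on day 1 was -0.63 (adjusted p = 1.67e-05) without day 1 replicate 1. The pericyte call on day 3 was lost without 1 array, with -0.33 (adjusted p = 0.0637) without day 0 replicate 2, -0.27 (adjusted p = 0.125) without day 0 replicate 3, -0.38 (adjusted p = 0.0532) without day 1 replicate 1 and -0.34 (adjusted p = 0.11) without day 3 replicate 3. It was also lost with the mean of a gene's probe sets (-0.35, adjusted p = 0.124), no variance trend (-0.38, adjusted p = 0.0558) and only the 6 arrays compared (-0.38, adjusted p = 0.0641). By Fisher's exact test the pericyte list was not called on either day (adjusted p = 0.0957 and 0.101), nor the dendritic cell list on day 1 (adjusted p = 0.135).

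B cell and T cell markers were lower on days 1 and 3, and a varying amount of lymph node in the fat may contribute. Over the 9 arrays, after the mean of each day was removed, 6 genes of lymph node stroma moved with these markers with a Pearson r of 0.866 (exact permutation p = 0.0833) and a Spearman rho of 0.75 (exact permutation p = 0.0972), and with an r of 0.376 without the 2 arrays farthest from the median, so the relation rests on these arrays (adjusted p = 0.167 over the relations tested). These genes did not move alike: on days 1 and 3, the changes were -1.84 (adjusted p = 0.0476) and -2.70 (adjusted p = 0.00919) for Glycam1, -0.59 (adjusted p = 0.192) and -1.21 (adjusted p = 0.0196) for Madcam1, -0.43 (adjusted p = 0.35) and -0.46 (adjusted p = 0.343) for Chst4, 0.83 (adjusted p = 0.00156) and -1.28 (adjusted p = 7.1e-05) for Cxcl13, -0.37 (adjusted p = 0.143) and -1.79 (adjusted p = 4.46e-05) for Cd209b and -0.47 (adjusted p = 0.0392) and -0.50 (adjusted p = 0.0331) for Gpr182. The day 1 rise of Cxcl13 goes against less lymph node on that day, but it is 1 gene. For dilution of all resident cells by incoming myeloid cells, the lymphocyte lists changed by -0.72 relative to the endothelial, pericyte and progenitor lists on day 3 (SD 0.386) and by -0.40 on day 1 (SD 0.66), which is within 2 SD of 0 but beyond its standard error on day 3. With 3 mice per day these explanations cannot be told apart from a loss of lymphocytes after priming, which was not tested.

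More genes were called lower than higher on day 1, and the scaling of the arrays may account for this. Centring each array on its median sets the balance of rises and falls by itself, so it decides nothing here. The 18 probe sets of bacterial and phage control transcripts, taken to be added to each array in fixed amounts, changed by -0.0586 on day 1 in the mean log2 signal (SD 0.0566 between day 0 arrays and 0.135 between day 1 arrays), within 2 standard errors both of 0 and of the median change of all genes (-0.13), so scaling stays open. Signal taken up by a few very bright probe sets was tested by the share of the brightest 1%, which differed by -0.263 percentage points on day 1 from day 0, within the spread of the arrays of a day (SD 0.528 and 1.41), so that test leaves it open. A biological excess of falls also stays open and was not tested. Splits of 3 against 3 arrays are too few for a share under 0.05, since each real split was 1 of 10. Every other split mixed both days within each group, so day effects entered its spread and lowered its calls. The counts of the other splits are therefore no measure of the calls expected without a day effect. For day 1 against day 0, the real split called 3378 genes and the highest of the others 0. These counts were 3074 and 0 for day 3 against day 0, and 1676 and 0 for day 3 against day 1. At an unadjusted p under 0.05 limma called, in the same order, 4999, 4535 and 3668 genes in the real splits. In the others it called up to 2651, 355 and 998.

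Interferon-induced genes were high on day 1 and lower on day 3, and incoming cells that carry them at a constant level may contribute. From day 1 to day 3 the interferon list changed by -0.74 relative to the monocyte list (SD 0.426). This is within 2 SD of 0 but beyond its standard error. The mice of day 3 lay at 0.234, -0.117 and 0.637 for the interferon list and at 1.278, 1.121 and 1.3 for the monocyte list. On day 1 they lay at 1.619, 1.324 and 1.745 and at 1.962, 1.816 and 1.642. These values argue against monocytes at a constant level as the only source, while a contribution from them stays open. Between mice of the same day, the interferon and neutrophil lists had a Pearson r of -0.273 (exact permutation p = 0.514) and a Spearman rho of -0.267 (exact permutation p = 0.56) over the 9 arrays, an r of -0.708 without the 2 arrays farthest from the median and an adjusted p = 0.514. This leaves neutrophils open, and an interferon signal that ends after day 1 was not tested apart from these cells.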

How the results depend on the processing

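No test in this part was chosen after the result was seen. Counts are given in the order higher and lower on day 1 against day 0, higher and lower on day 3 against day 0, and higher and lower on day 3 against day 1. They were 430, 396, 524, 410, 245 and 189 with a 2-fold limit, 703, 707, 923, 631, 422 and 207 at an adjusted p under 0.01, 424, 328, 522, 338, 245 and 200 with the methods' one-way ANOVA and 2-fold limit, 380, 215, 472, 218, 215 and 166 with the same ANOVA after Benjamini-Hochberg, 411, 286, 501, 293, 233 and 184 with the methods' repeated-measurements ANOVA and 230, 93, 310, 109, 125 and 95 with that ANOVA after Benjamini-Hochberg. The 2-fold limit, which the ANOVA settings share, and the lower p limit leave fewer genes by construction. Probe sets counted one by one gave 1993 and 3570 on day 1 and 2423 and 2430 on day 3. Median centring gave 1142 lower on day 1 and 688 higher on day 3 than on day 1, and array weights 2228 lower on day 3, and 1718 higher and 896 lower on day 3 than on day 1; the cause was not tested. The overlap of days 1 and 3 was 439 genes with a 2-fold limit. With a replicate block the counts were 1332, 2177, 1608, 1549, 1130 and 616. Leaving out 1 array gave, in the order above, 803 to 1693, 991 to 2859, 1058 to 1810, 829 to 1815, 469 to 1820 and 251 to 1004, and an overlap of 960 to 2087.

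For the gene lists, values are medians with the adjusted p in parentheses. With an estimated correlation no call held: TREM1 0.511 (0.0782) on day 1, 0.369 (0.185) on day 3 and -0.23 (0.192) from day 1 to day 3, acute phase 0.285 (0.185), 0.199 (0.574) and -0.531 (0.169), Toll-like receptors 0.158 (0.0562), 0.144 (0.154) and -0.086 (0.0945), interferon 1.601 (0.169) on day 1 and -1.171 (0.115) from day 1 to day 3, cyclins 0.474 (0.0562) on day 3 and 0.417 (0.0562) from day 1 to day 3, Polo-like kinase 0.422 (0.0562) and 0.506 (0.0562), and glycolysis 0.601 (0.261) on day 1 and 0.662 (0.206) on day 3. Over members that no other list holds, Toll-like receptors had -0.042 (0.297), -0.006 (0.673) and 0.044 (0.456), TREM1 -0.158 (0.158) from day 1 to day 3 and acute phase 0.119 (0.32) on day 3; fewer members were tested. By Fisher's exact test 3 genes of the Toll-like receptor list (0.126) changed from day 1 to day 3, and 7 of the interferon list (0.0154) on day 3. The interferon list had 0.378 on day 3 with no filter (0.0168) and the same median with a replicate block (0.0381); the cause was not tested. Medians that stayed called but moved by over 1.5 times were, for acute phase, 0.429 (5.82e-09) on day 1 with median centring and, on day 3, 0.019 (0.0444) with no filter, 0.091 (0.0326) over genes present on all 9 arrays and 0.353 (0.0074) with the mean of a gene's probe sets. For Toll-like receptors they were 0.301 (3.72e-05) on day 1 with median centring, 0.093 (0.0096) on day 3 with the mean of a gene's probe sets and, from day 1 to day 3, -0.197 (0.001) with median centring, -0.053 (0.00176) with no filter and -0.131 (0.000127) with the mean of a gene's probe sets, and for TREM1 0.286 (0.00031) on day 1 over members that no other list holds. The same held from day 1 to day 3 for M2 and resident macrophage genes with quantile normalization, -0.1 (0.0148), and median centring, -0.309 (0.000352), endothelial genes with median centring, 0.194 (0.00981), B cell genes with no filter, -0.152 (0.00711), and presence on all 9 arrays, -0.152 (0.0102), and monocyte genes with that presence, -0.221 (0.00066). Over members that no other list holds it held there for monocyte, -0.638 (4.68e-06), NF-kB, -0.167 (0.00802), and leukocyte trafficking genes, -0.156 (0.000507). Progenitor genes had -0.231 (0.000464) on day 1 with median centring, and HIF-1 targets 0.432 (1.48e-05) on day 3 with the mean of a gene's probe sets. Without 1 array the ranges on day 1, on day 3 and from day 1 to day 3 were 0.429 to 0.619, 0.352 to 0.384 and -0.279 to -0.128 for TREM1, 0.265 to 0.391, 0.162 to 0.229 and -0.637 to -0.455 for acute phase, 0.137 to 0.237, 0.108 to 0.2 and -0.13 to -0.064 for Toll-like receptors, 1.49 to 1.785, 0.228 to 0.516 and -1.359 to -1.065 for interferon, -0.102 to 0.02, 0.45 to 0.538 and 0.377 to 0.458 for cyclins, -0.156 to -0.072, 0.366 to 0.528 and 0.506 to 0.736 for Polo-like kinase and 0.426 to 0.736, 0.618 to 0.728 and -0.029 to 0.24 for glycolysis.

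Among the genes named and the other lists, 13245 values under the other alternatives kept their direction and their side of the threshold, 372 were no longer called, 244 became called and 4 reversed. Without 1 array, 9596 kept their side, 671 were no longer called and 155 became called. Spock3 reversed with no filter, to 1.04 (adjusted p = 0.416) on day 3 and 0.047 (adjusted p = 0.983) from day 1 to day 3, because a brighter probe set was then chosen. Angptl4, at 0.21 on day 3, had -0.60 (adjusted p = 0.021) without probe sets that can share transcripts, and Ms4a6c at 1.81 on day 3, -1.38 (adjusted p = 0.000283) with only the 6 arrays compared, where another probe set was chosen. Signals close to the lowest ones called present limit the changes that can be measured for dim genes.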

Differences from the paper's values

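No test in this part was chosen after the result was seen. The paper gives no numbers for these arrays in its text, so directions are compared. In Fig. 2(a) the TREM1, acute phase and Toll-like receptor pathways are raised on both days and the cyclin and Polo-like kinase pathways on day 3, and the lists of these names moved in these directions here. Glycolysis is colored in the figure on day 3 only, while the list was higher on both days here, with medians of 0.60 on day 1 (adjusted p = 7.13e-05) and 0.66 on day 3 (adjusted p = 1.24e-05), though neither call held with an estimated correlation (adjusted p = 0.261 and 0.206), and the change from day 1 to day 3 was 0.12 (adjusted p = 0.614). LXR/RXR activation is strongly negative in the figure on both days, while the list was not called here, with -0.03 (adjusted p = 0.692) and 0.05 (adjusted p = 0.503), and none of the alternatives set before the data were examined called it. NF-kB signaling has no color on day 3 in the figure, while the list of its targets had 0.21 (adjusted p = 0.000458, or adjusted p = 0.439 with an estimated correlation). PPAR signaling is negative on both days in the figure, and the list had -0.40 on day 1 (adjusted p = 0.0598) and -0.35 on day 3 (adjusted p = 0.0197). On day 1 it was called with no filter (-0.44, adjusted p = 0.00562), with the mean of a gene's probe sets (-0.54, adjusted p = 0.0233), without probe sets that can share transcripts (-0.51, adjusted p = 0.0223) and with -0.45 (adjusted p = 0.0399) without day 0 replicate 2, -0.40 (adjusted p = 0.0248) without day 1 replicate 1 and -0.46 (adjusted p = 0.0313) without day 1 replicate 2. The day 3 call of this list was lost with an estimated correlation (adjusted p = 0.185) and over members that no other list holds (-0.17, adjusted p = 0.165). The gene sets behind the figure were not used here.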

Other observations

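No test in this part was chosen after the result was seen, apart from the look at control probe sets, which were singled out after their values were seen.

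Among macrophage and lymphocyte subsets, the M1 list rose on day 1 and genes of resident macrophages moved apart. Il23a, a subunit of interleukin-23, was at least 22.9-fold higher on day 1 and at least 7.29-fold on day 3, and Ptgs2, the inducible cyclooxygenase, rose by 0.89 ± 0.17 on day 1. Of 18 measured M1 genes, 10 were higher and 3 lower on day 1 (11 and 3 when adjusted over the list alone), with medians of 0.56 (adjusted p = 2.75e-05, or adjusted p = 0.0782 with an estimated correlation) on day 1 and 0.02 (adjusted p = 0.231) on day 3. Over members that no other list holds, the M1 list had 0.37 (adjusted p = 0.105) on day 1. Of 26 genes of M2 and resident macrophages, 8 were higher and 9 lower on day 3 (9 and 12 when adjusted over the list alone). Their medians were -0.05 (adjusted p = 0.164) on day 1 and -0.26 (adjusted p = 0.294) on day 3, the means 0.48 and 0.15 and the direction of the test up and down. The list was called on day 1 with 0.02 (adjusted p = 0.047) without day 1 replicate 3, and by Fisher's exact test for 4 members that rose by 2-fold or more (adjusted p = 0.0441). On day 3 that test called the list both ways, for 5 members that rose by 2-fold or more (adjusted p = 0.0176) and 8 members that fell by 2-fold or more (adjusted p = 1.32e-05), and the M1 list for 4 members that rose by 2-fold or more (adjusted p = 0.0233). Il10, an inhibitory cytokine, rose by 1.58 ± 0.24 and 1.79 ± 0.24 and the scavenger receptor Stab1 by 1.22 ± 0.17 on day 3, while the lectin Mgl2 and the resistin-like protein Retnla changed by -2.06 ± 0.15 and -1.66 ± 0.12.

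Of 20 genes of NK and cytotoxic cells, 5 were higher and 2 lower on day 1 (6 and 6 when adjusted over the list alone) and 3 and 5 on day 3 (3 and 5 when adjusted over the list alone), with medians of -0.21 (adjusted p = 0.473) and -0.47 (adjusted p = 0.211), a mean of 0.02 on day 1 and a test direction of up there. The list was called on day 3 with -0.65 (adjusted p = 0.0362) without day 3 replicate 3. The killer receptor Klrk1 and the granzyme Gzmb rose by 1.74 ± 0.39 and 1.24 ± 0.24 on day 1, while the chemokine Xcl1 changed by -1.51 ± 0.23 on day 3. Of 14 genes of mast cells, basophils and eosinophils, 4 were higher and 1 lower on day 1 (4 and 1 when adjusted over the list alone) and 1 and 8 on day 3 (2 and 8 when adjusted over the list alone), with medians of 0.00 (adjusted p = 0.105) and -0.46 (adjusted p = 0.105), a mean of 0.38 on day 1 and a test direction of up there. The list was called on day 3 with -0.48 (adjusted p = 0.0371) without day 3 replicate 2, and on day 1 with no filter (0.11, adjusted p = 0.0488) and by Fisher's exact test (adjusted p = 0.00532). Fcer1a, a subunit of the IgE receptor, rose by 1.77 ± 0.33 on day 1, and the mast cell protease Mcpt4 changed by -1.05 ± 0.15 on day 3.

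Of 30 angiogenic growth factors, 11 were higher and 7 lower on day 1 (12 and 8 when adjusted over the list alone) and 11 and 4 on day 3 (13 and 6 when adjusted over the list alone), with medians of 0.20 (adjusted p = 0.0415, or adjusted p = 0.566 with an estimated correlation) and 0.34 (adjusted p = 0.105). The day 1 call was lost with 0.05 (adjusted p = 0.152) without day 0 replicate 1 and 0.06 (adjusted p = 0.077) without day 1 replicate 1, with median centring (0.34, adjusted p = 0.089), the mean of a gene's probe sets (0.09, adjusted p = 0.0905), no variance trend (0.20, adjusted p = 0.0564) and no probe sets that can share transcripts (0.20, adjusted p = 0.0513). Over members that no other list holds the median turned to -0.13 (adjusted p = 0.61), and without day 0 replicate 3 it was 0.29 (adjusted p = 0.0137). On day 3 the list was called with 0.30 (adjusted p = 0.0344) without day 0 replicate 2 and 0.38 (adjusted p = 0.0442) without day 0 replicate 3, with no filter (0.34, adjusted p = 0.0289) and by Fisher's exact test (adjusted p = 0.00671). The placental growth factor Pgf rose by 1.49 ± 0.22 and 1.72 ± 0.22, the apelin gene Apln by 1.32 ± 0.29 and 1.72 ± 0.29 and the hepatocyte growth factor Hgf by 1.05 ± 0.21 on day 3, while Vegfc changed by -0.87 ± 0.19 on day 1 and Fgf10 by -0.99 ± 0.19 on day 3. Fgf2 had changes of 0.26 ± 0.23 (adjusted p = 0.412) and -0.08 ± 0.23 (adjusted p = 0.836). Of 28 genes of PPAR signaling and mature adipocytes, 13 were lower and 3 higher on day 3 (14 and 4 when adjusted over the list alone), with -1.52 ± 0.24 for the lipid droplet gene Cidec, -1.52 ± 0.24 for the glycerol channel Aqp7 and 0.77 ± 0.16 for the adipocyte factor Cebpa. Of 21 genes of LXR/RXR activation, 4 were higher and 8 lower on day 1 (5 and 8 when adjusted over the list alone), where the mean was 0.12, and 5 and 5 on day 3 (8 and 6 when adjusted over the list alone), with -1.24 ± 0.11 for the lipid transfer protein Pltp on day 1.

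Lists of cell types outside the SVF had medians on days 1 and 3 of 0.47 (adjusted p = 0.147) and 0.10 (adjusted p = 0.745) for skeletal muscle, -0.42 (adjusted p = 0.542) and -0.70 (adjusted p = 0.137) for epithelial and keratinocyte and -0.53 (adjusted p = 0.356) and 0.15 (adjusted p = 0.698) for erythroid genes. The skeletal muscle list was called on day 1 with 0.78 (adjusted p = 0.0431) without day 0 replicate 2 and 1.00 (adjusted p = 0.00614) without day 1 replicate 1, and with no filter (0.45, adjusted p = 0.0442). Perp, an adhesion gene of epithelia, changed by -1.49 ± 0.33 on day 3. Of the surface markers that the paper uses, Ptprc had changes of -0.21 ± 0.12 (adjusted p = 0.203) and -0.43 ± 0.12 (adjusted p = 0.0214), Pecam1 -0.35 ± 0.15 (adjusted p = 0.108) and -0.15 ± 0.15 (adjusted p = 0.513), Cd34 -0.26 ± 0.15 (adjusted p = 0.191) and -0.38 ± 0.15 (adjusted p = 0.0753) and Cd9 0.05 ± 0.15 (adjusted p = 0.82) and -0.27 ± 0.15 (adjusted p = 0.215). Itgax had 0.23 ± 0.18 (adjusted p = 0.359) and 0.74 ± 0.18 (adjusted p = 0.0131), Mrc1 0.58 ± 0.15 (adjusted p = 0.0154) and 0.48 ± 0.15 (adjusted p = 0.0369) and Pdgfb -0.21 ± 0.18 (adjusted p = 0.38) and 0.67 ± 0.18 (adjusted p = 0.0176). Without 1 array, calls changed for Ptprc (adjusted p from 0.0554 to 0.0933 without day 0 replicates 1 and 2 and day 3 replicates 1 and 2, day 3 against day 0), Cd34 (adjusted p from 0.0124 to 0.0373 without day 1 replicates 2 and 3, day 3 against day 0), Itgax (adjusted p from 0.0513 to 0.0638 without day 0 replicate 2 and day 3 replicate 1, day 3 against day 0), Mrc1 (adjusted p from 0.0529 to 0.06 without day 0 replicates 1 and 3 and day 1 replicates 1 and 2, day 1 against day 0), Mrc1 (adjusted p from 0.094 to 0.135 without day 0 replicates 1 and 3 and day 3 replicates 1 and 2, day 3 against day 0) and Pdgfb (adjusted p from 0.0607 to 0.0813 without day 0 replicates 1 and 2 and day 3 replicate 2, day 3 against day 0).

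The control probe sets of Gapdh, which the paper uses as loading control for proteins, were higher after priming by 0.45, 0.71 and 0.71 on day 1 and 0.45, 0.70 and 0.67 on day 3 for the 5', middle and 3' probe sets (n = 3 mice per day, two-sided exact permutation p = 0.1, the smallest that 3 against 3 can give). With median centring the Gapdh differences were 0.59, 0.86 and 0.85 on day 1 and 0.48, 0.74 and 0.70 on day 3, and with quantile normalization 0.41, 0.61 and 0.60 and 0.54, 0.72 and 0.68. Genes called on days 1 and 3 against the same day 0 arrays overlapped: 791 were higher and 834 lower on both days and 34 went opposite ways, where independent calls would give 172 and 264. In 50 simulations of unchanged groups that shared a day 0 group, limma called 0 genes on both days. With no changed gene the adjusted test calls almost none by construction. This 0 therefore does not show how much of the overlap comes from the shared day 0 arrays. Across genes, which are not independent replicates, the changes of both days had a correlation of 0.744, against 0.501 in the simulations, and a covariance of 0.318 against 0.0217. Without day 0 replicate 3, 960 genes were called the same way on both days, against 1625 with all arrays. The 3 day 0 arrays cannot be divided into groups of at least 2 to remove the shared part.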
